# Paralogous Ribosomal Protein L32-1 and L32-2 in Fission Yeast May Function Distinctively in Cellular Proliferation and Quiescence by Changing the Ratio of Rpl32 Paralogs

**DOI:** 10.1371/journal.pone.0060689

**Published:** 2013-04-05

**Authors:** Lei Sun, Xiaowei Yang, Feifei Chen, Rongpeng Li, Xuesong Li, Zhenxing Liu, Yuyu Gu, Xiaoyan Gong, Zhonghua Liu, Hua Wei, Ying Huang, Sheng Yuan

## Abstract

Fission yeast cells express Rpl32-2 highly while Rpl32-1 lowly in log phase; in contrast, expression of Rpl32-1 raises and reaches a peak level while Rpl32-2 is downregulated to a low basic level when cells enter into stationary phase. Overexpression of Rpl32-1 inhibits cell growth while overexpression of Rpl32-2 does not. Deleting *rpl32-2* impairs cell growth more severely than deleting *rpl32-1* does. Cell growth impaired by deleting either paralog can be rescued completely by reintroducing *rpl32-2*, but only partly by *rpl32-1.* Overexpression of Rpl32-1 inhibits cell division, yielding 4c DNA and multiple septa, while overexpressed Rpl32-2 promotes it. Transcriptomics analysis proved that Rpl32 paralogs regulate expression of a subset of genes related with cell division and stress response in a distinctive way. This functional difference of the two paralogs is due to their difference of 95^th^ amino acid residue. The significance of a competitive inhibition between Rpl32 paralogs on their expression is discussed.

## Introduction

Paralogous genes exist after the gene duplication event and usually code for proteins with similar function and/or structure. Gene duplication is thought to supply raw genetic material, allowing functional divergence and rapid biological evolution [1]–[3]. In yeast, most of cytoplasmic ribosomal proteins are retained in duplication. Fission yeast *Schizasaccharomyces pombe* has 80 different ribosomal proteins encoded by 143 different genes, 56 of which are encoded by two or more duplicated genes (http://ribosome.med.miyazaki-u.ac.jp). For example, S. pombe *ribosomal protein L32 (Rpl32) paralogs are encoded by two paralogous genes, rpl32-1* (SPBC16C6.11) and *rpl32-2* (SPAC3H5.10). These ribosomal protein paralogs have many common and distinct properties, such as (a) a very similar amino acid sequence among paralogs, (b) a high mRNA expression correlation among paralogs, and (c) the whole functional class, required the whole genomic duplication [4] or small-scale duplications [5], implying a low level of functional differentiation and possibly an mRNA dosage increase as an explanation for the retention of duplicates in ribosomal proteins [6]. However, recent studies showed that duplicated ribosomal proteins have various functional divergences [7] [8]. Komili et al. (2007) proposed that different combinations of RP paralogs even generate “ribosome codes” which are involved in translational regulation of specific mRNAs [9]–[11].

An essential function of ribosomal proteins is to interact with rRNA to constitute protein synthesis machinery- ribosomes [12]. Whereas many studies have revealed that some ribosomal proteins have “extraribosomal functions” [10] [13]–[17]. Our lab reported previously that Rpl32-2 specifically bound to DNA sequence containing GTTGGT, activating transcription of reporter genes in GAL4-base hybrid system in *S. cerevisiae* [18]. Recently, we have reported that deletion of Rpl32 paralogs causes reduction of ribosome level which may trigger flocculation of fission yeast cells [19]. In the present study, we further report that Rpl32 paralogs, Rpl32-1 and Rpl32-2 are involved differently in the regulation of the transition between proliferation and quiescence which are two distinct cell states for all organisms. When the nutrient is sufficient, yeast cells are normally in proliferation state, with high metabolism rate and active cell division, while under nutrition deprivation conditions such as a stationary phase culture, cells are usually in quiescence state with low metabolism rate and inactivated division, as well as high resistance to environment stress [20]. Yeast cells can shift between proliferation and quiescence in response to environmental cues. This work focuses on the functional divergence of Rpl32 paralogs in proliferation and the transition from proliferation to quiescence, as well as their molecular mechanisms.

## Results

### Rpl32-1 and Rpl32-2 Expressed Distinctively in Fission Yeast Cells in Proliferation or Proliferation to Quiescence Transition

As shown in Fig. 1A upper panel, during log phase fission cells expressed *rpl32-1* at a lower basic level while expressed *rpl32-2* highly. The *rpl32-2* expression reached to a peak level before mid-log phase and then slowed down to a lower basic level before end of log phase. In contrast, when fission yeast cells were entering into stationary phase they expressed *rpl32-2* at a lower basic level while raised expression of *rpl32-1* rapidly. The *rpl32-1* expression reached to a peak level when cells just entered into stationary phase (at ∼36 h, early stationary phase). To further confirm differential expression patterns of these two paralogs during the course of cell growth, we constructed double-labeled mutant strain *rpl32-1-6his-rpl32-2-HA*. Western blot on *rpl32-1-6his-rpl32-2-HA* cells respectively using antibodies against 6His or HA also confirmed that in log phase Rpl32-2 was highly expressed and Rpl32-1 was lowly expressed in cells; in contrast, in early stationary phase protein level of Rpl32-1 was upregulated and Rpl32-2 was downregulated (Fig. 1A, lower panel). Since heterogeneous molecular weight of Rpl32-1-6His and Rpl32-2-HA, the Rpl32-2 antibodies against Rpl32 paralogous proteins was used for Western Blot on Rpl32 in unlabeled WT cells and results showed that total protein of Rpl32 remained at the same level in WT cells in both log phase and early stationary phase (Fig. 1A lower panel).

**Figure 1:**
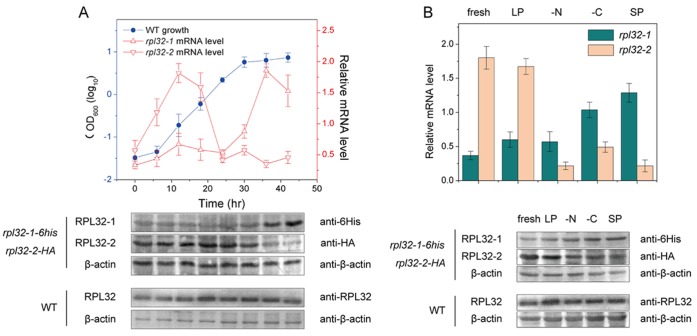
Expression of Rpl32 paralogs varied with different nutrient conditions during cultivation. (A) The growth curve of WT cells (upper panel), and changes of mRNA level (upper panel) and protein level (lower panel) of Rpl32 paralogs in WT cells during cultivation. (B) mRNA level (upper panel) and protein level (lower panel) of Rpl32 paralogs in WT cells cultured in fresh EMM2, cell-free SP EMM2, cell-free LP EMM2, EMM2-N or EMM2-C medium respectively. QPCR was used for analysis of transcription level standardized with *ACT1*. Western blot was used for analysis of protein level and β-actin was an internal control.

We hypothesize that after exponential growth, changes of expression patterns of Rpl32 paralogous genes are related with need for cells to adjust metabolism status to transit from proliferation to quiescence state when cells sense a shortage of nutrients in the medium [21]–[24]. Since cells can be induced to enter into quiescence state by nitrogen stress, carbon stress or stationary phase culturing [20], proliferating cells in log phase were transferred into fresh EMM2, cell-free log phase medium (LP), cell-free stationary phase medium (SP), nitrogen deficient EMM2-N medium and carbon deficient EMM2-C medium for further cultivation for 12 h. QPCR analysis showed that in cells grown in rich media such as fresh EMM2 and LP, *rpl32-2* mRNA level was higher than *rpl32-1*, whereas, in cells cultured in SP, EMM2-N and EMM2-C, the mRNA levels of *rpl32-2* and *rpl32-1* were in reverse (Fig. 1B upper panels). Western blot on *rpl32-1-6his-rpl32-2-HA* cells grown in above various media confirmed similar expression patterns of Rpl32-2 paralogs at protein level to mRNA level. However, the total protein expression level of Rpl32 stayed nearly at the same level in WT cells grown in all tested media (Fig. 1B lower panel).

### There is only a Single Amino Acid Difference at 95^th^ Position between the Mature Protein Rpl32-1 and Rpl32-2

Alignment between Rpl32-1 and Rpl32-2 in *S. pombe* (Fig. 2A) shows that they share 96.85% similarity in amino acids sequence. There are only 4 different residues, Ile 4 Val, Val 7 Ile, Leu 21 Arg and Ser 95 Gly, in 127 amino acids of Rpl32 paralogs [5]. It is known that after ribosome proteins are synthesized in the cytosol, they need to enter into the nucleus to be assembled into ribosomal subunits, and then move back to the cytosol to assist protein synthesis [25] [26]. Analysis by PSORT II software for recognition of signal sequence (http://psort.hgc.jp/form2.html) suggests that the first 23 amino acids of Rpl32-1 or Rpl32-2 may be a nuclear localization signal sequence (Fig.2A). Thus, we constructed mutants harboring overexpression plasmids with a gene, respectively, coding Rpl32 paralogs or Rpl32 paralogs deleted of nuclear localization signal peptide, all of which were labeled with EGFP. Fluorescent microscopic images showed that Rpl32-1-EGFP and Rpl32-2-EGFP were located in the nucleus, while N-terminal 23 amino acids lacking Rpl32-1-23-EGFP and Rpl32-2-23-EGFP were found in the cytosol (Fig. 2B). This result confirmed the function of 1–23 amino acids as a nuclear localization signal sequence. In mature Rpl32 proteins without nuclear localization signal sequence, the only different amino acid between two paralogs is Ser 95 Gly. So a site-directed mutagenesis method was used to replace Ser 95 on Rpl32-1 with Gly and Gly 95 on Rpl32-2 with Ser to create Rpl32-1M and Rpl32-2M mutant proteins, respectively, for determination of their functional differences in the following experiments.

**Figure 2:**
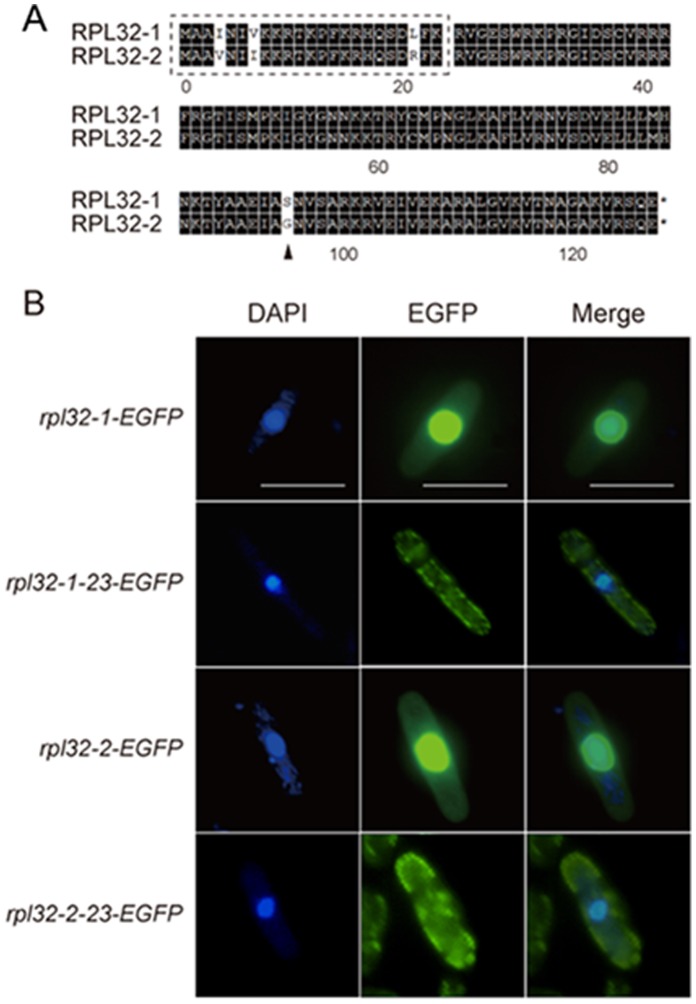
Clustal alignment and nuclear localization signal sequence analysis of Rpl32 paralogs. (A) Clustal alignment between Rrpl32-1 and Rpl32-2. Identical residues shared by these two paralogs are shaded black. (B) Localization of DAPI fluoresence (left), EGFP fluoresence (middled) and merged fluoresece (right) in *rpl32-1-egfp*,*rpl32-2-egfp*, *rpl32-1-23-egfp* or *rpl32-2-23-egfp* cells in log phase. Scale bar: 10 µm.

### Overexpression or Deletion of Rpl32-1 or Rpl32-2 Exerted Different Effects on Cell Growth

We constructed mutants harboring plasmid pREP3X overexpressing Rpl32-1, or Rpl32-2, or Rpl32-1M, or Rpl32-2M, respectively, in order to mimic the expression pattern of Rpl32 paralogs for determination of their effects on cell growth states. The growth curves of *rpl32-1* and *rpl32-2* cells showed that Rpl32-1 overexpression slowed down apparently cell growth while Rpl32-2 overexpression had no significant effect on it, compared to that of WT cells (Fig. 3A). Interestingly, like Rpl32-1, Rpl32-2M overexpression inhibited cell growth, while, like Rpl32-2, Rpl32-1M overexpression did not exert effect on cell growth, suggesting the ability of Rpl32-1 overexpression to cause growth defects is mediated by serine-95. QPCR analysis (Fig. 3C) showed that as compared to WT cells in log phase, *rpl32-1* mRNA level increased by 40 times and *rpl32-2* mRNA level decreased by 81.5% in *rpl32-1* cells, while *rpl32-1* mRNA level decreased by 50% and *rpl32-2* mRNA level increased by 4.5 time in *rpl32-2* cells; as compared to WT cells in early stationary phase, *rpl32-1* mRNA level increased by 30 times and *rpl32-2* mRNA level decreased only by 10% in *rpl32-1*cells, while *rpl32-1* mRNA level decreased by 90% and *rpl32-2* mRNA level increased by 3 times in *rpl32-2* cells. Apparently, overexpression of either *rpl32-1* or *rpl32-2* reduced mRNA level of its paralog, whereas overexpression of *rpl32-2* reduced mRNA level of *rpl32-1* less in *rpl32-2* cells in log phase than in early stationary phase and overexpression of *rpl32-1* reduced mRNA level of *rpl32-2* less in *rpl32-1* cells in early stationary phase than in log phase. It is notable that *rpl32-1M* mRNA level in *rpl32-1M* cells was similar to *rpl32-1*mRNA level in *rpl32-1* cells, and *rpl32-2M* mRNA level in *rpl32-2M* cells was similar to *rpl32-2* mRNA level in *rpl32-2* cells, implying that the single site mutagenesis did not change the mRNA level of corresponding *rpl32* paralogs. Therefore we can exclude the possibility that differential growth phenotypes reported above were resulted from different transcript levels of either *rpl32* paralog rather than 95^th^ amino acid. Western blot showed that protein expression level of Rpl32-1 was decreased in *rpl32-1-6his/rpl32-2* and *rpl32-1-6his/rpl32-1M* cells as compared to *rpl32-1-6his* cells harboring empty plasmid (Fig. 3D upper panel) and protein expression level of Rpl32-2 was reduced in *rpl32-2-HA/rpl32-1* and *rpl32-2-HA/rpl32-2M* cells compared to *rpl32-2-HA* cells harboring empty plasmid (Fig. 3D middle panel), whereas total protein level of Rpl32 were almost unchanged in all of *rpl32-1*, *rpl32-2*, *rpl32-1M*, and *rpl32-2M* cells as compared to WT cells (Fig. 3D lower panel), implying that expression of Rpl32 paralogs is also regulated at translational level, and the protein expression level of corresponding Rpl32 paralogs was not influenced by the single site mutation at 95^th^ position.

**Figure 3:**
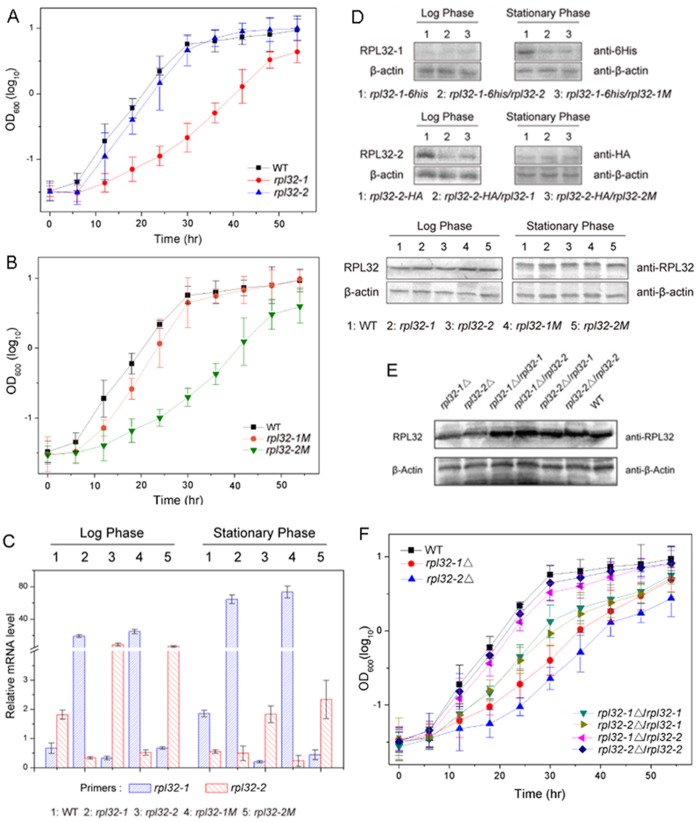
Overexpression or deletion of Rpl32 paralogs affected cell growth and their counterpart expression. (A) Growth curve of WT, *rpl32-1* or *rpl32-2* cells. (B) Growth curve of WT, *rpl32-1M* or *rpl32-2M* cells. (C) mRNA level of Rpl32 paralogous genes in WT, *rpl32-1*, *rpl32-2*, *rpl32-1M* or *rpl32-2M* cells in log or early stationary phase, tested by QPCR standardized with *ACT1*. (D) Protein level of Rpl32-1 in *rpl32-1-6his*, *rpl32-1-6his/rpl32-2* or *rpl32-1-6his/rpl32-1M* cells, Rpl32-2 in *rpl32-2-HA*, *rpl32-2-HA*/*rpl32-1* or *rpl32-1-6his/rpl32-2M* cells, and total Rpl32 in WT, *rpl32-1, rpl32-2, rpl32-1M* or *rpl32-2M* cells in log or stationary phase, tested by Western blot. β-actin was used as internal control. (E) Protein level of total Rpl32 in *rpl32-1*△, *rpl32-2*△, *rpl32-1*△*/rpl32-1, rpl32-1*△*/rpl32-2, rpl32-2*△*/rpl32-1, rpl32-2*△*/rpl32-2,* or WT cells in log phase, tested by Western blot. β-actin was used as internal control. (F) Growth curve of *rpl32-1*△, *rpl32-2*△, *rpl32-1*△*/rpl32-1, rpl32-1*△*/rpl32-2, rpl32-2*△*/rpl32-1, rpl32-2*△*/rpl32-2*, or WT cells.

Gene deletion experiments showed that in comparison with WT cells, total protein level of Rpl32 paralogs decreased significantly in *rpl32-1*△ or *rpl32-2*△ deletion cells while remained unchanged in four mutants rescued by reintroducing Rpl32 paralogs on the plasmid pREP3X, *rpl32-1*△/*rpl32-1*, *rpl32-1*△/*rpl32-2*, *rpl32-2*△/*rpl32-1* and *rpl32-2*△*/rpl32-2* (Fig. 3E), suggesting that reduced expression of Rpl32 paralogs caused by deleting *rpl32-1* or *rpl32-2* could be complemented completely by its paralog and these paralogs had “dosage benefit” [27]. Growth curve analysis (Fig. 3F) illustrated that deleting either *rpl32* paralog could impair cell growth; especially the growth defect was more severe in *rpl32-2*△ deletion cells than *rpl32-1*△ deletion cells. However, from the growth curve (Fig. 3F), we can see that reintroduction of Rpl32-2 almost could restore normal growth to either *rpl32-1*△ or *rpl32-2*△ deletion mutant, but reintroducing Rpl32-1 only partially rescued the growth defect of *rpl32-1*△ or *rpl32-2*△ deletion mutant.

### Cellular Analysis Explores the Physiological Significance and Mechanism of Differential Expression of Rpl32-1 and Rpl32-2

In order to elucidate the physiological significance and mechanism of Rpl32 paralogs differential expression, we compared phenotypes between WT and Rpl32 paralogs overexpression cells in different growth states.

FACS analysis (Fig. 4A) showed that in log phase WT cells exist essentially as 2c DNA cells; in early stationary phase many cells contained 4c DNA which reflected retardation of their cell separation after nucleus division. Interestingly, in log phase *rpl32-1* cell population had many 4c DNA cells as seen in WT cells in early stationary phase, while in early stationary phase *rpl32-2* cells were not found to contain 4c DNA, implying that highly expressed Rpl32-1 inhibited cell separation and prolonged cell separation time while high expressed Rpl32-2 promoted cell separation. Elutriation of cells which were previously synchronized at G1/S phase with HU (Fig. 4B) showed that cells from all strains doubled their DNA and entered into the G2 phase after 30 min of elutriation, indicating null effect of highly expressed Rpl32-1 or Rpl32-2 on DNA duplication. After 2 h of elutriation WT and *rpl32-2* cells showed significant population with 4c DNA, while cells with 4c DNA occurred less in *rpl32-1* cell populations, implying that nucleus division in *rpl32-1* cells was retarded [28]. After 4 h of elutriation, WT and *rpl32-2* cells essentially had no 4c DNA, while many *rpl32-1* cells stayed still in the stage with 4c DNA. These results suggested that high expression of Rpl32-1inhibits nucleus division and cell separation.

**Figure 4:**
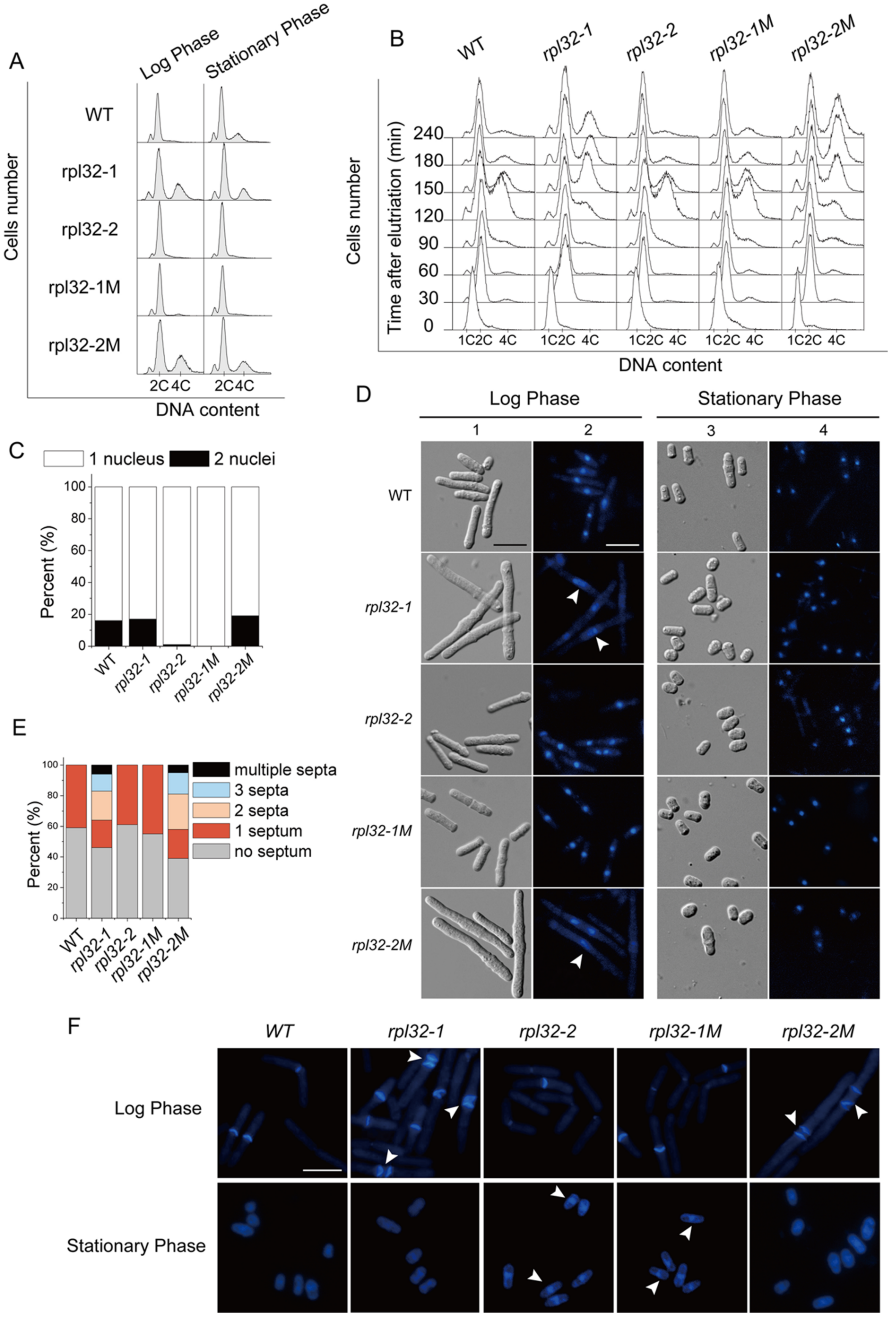
Cellular analysis of cells overexpressing Rpl32 paralogs. (A) DNA component in *rpl32-1, rpl32-2*, *rpl32-1M, rpl32-2M*, or WT cells in log or stationary phase, tested by FACS. 2C indicates the DNA content in a cell containing one G2 nucleus or a mitotic cell containing two G1 nuclei. 4C indicates the DNA content in a cell containing two G2 nuclei. (B) DIC and DAPI images of cells in (A) in log or stationary phase. Arrow indicates defect in nuclei division. scale bar: 10 µm. (C) Nuclei counting of cells from (B) in stationary phase. 300 cells per sample were counted. (D) CW images of septa in cells from (A) in log phase and stationary phase. Arrow indicates multiple septa or septa-like stucture. Scale bar: 10 µm. (E) Quantification of the percentage of septa in cells in (D) in log phase. 300 cells per sample were counted. (F) DNA component in cells synchronized with HU in (A) duiring elutriation, analysed with FACS.

DIC (differential interference contrast microscope) observation showed that in log phase, WT cells were rod-like in morphology, *rpl32-2* cells had no significant morphological difference from WT cells, while *rpl32-1* cells were longer equivalent to approximately 4× the length of WT cells (Fig. 4D1); in early stationary phase, all of *rpl32-2* cells, and most of WT and *rpl32-1* cells showed the smaller pear-like shape, but some of WT and *rpl32-1* cells exhibited a little longer pear-like shape (Fig. 4D3). Thus, DIC results also suggest that highly expressed Rpl32-1 suppressed cell separation while highly expressed Rpl32-2 promoted cell separation.

DAPI nucleus staining showed that in log phase smaller mononuclear morphology of *rpl32-2* cells was not different from WT cells, while *rpl32-1* cells often exhibited a larger nucleus which reflected interruption of nucleus division (Fig. 4D2), consisted with 4c DNA cells explored by FACS analysis. In early stationary phase, 16% of WT and *rpl32-1* cells contained two nuclei, while *rpl32-2* cells with doubled nuclei were seldom found (Fig. 4D4), consistent with DIC data.

CW (calcofluor white) staining (Fig. 4E, F) explored that in log phase both WT and *rpl32-2* septum positive cells had only one septum each, while 66.7% *rpl32-1* septum positive cells had multiple septa each, suggesting that highly expressed Rpl32-1 inhibited cell separation, resulting in accumulation of septa. In early stationary phase, the nutrient stress withheld cells from reaching division threshold in size, so cells became smaller and formed no septa (Fig. 4F). Interestingly, in early stationary phase, though some cells of WT and *rpl32-1* had a little larger size and two nuclei they lacked septum, while some *rpl32-2* cells exhibited septum-like structure though they were smaller (Fig. 4D), indicating a promotive role of Rpl32-2 on formation of cell septum.

It is notable that *rpl32-1M* mutant cells shared the same cellular phenotype with *rpl32-2* cells, and *rpl32-2M* mutant cells shared the same cellular phenotype with *rpl32-1* cells (Fig. 4A–F), again, indicating that the functional differences of Rpl32 paralogs are determined by their difference of the 95^th^ amino acid.

### Microarray Analysis Explores some Genes Regulated Distinctively by Rpl32-1 and Rpl32-2

A microarray analysis was used to identify downstream genes regulated by Rpl32 paralogs and the transcription fold change >2 was designated as the significant change. 

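RNA of 18 cultures was measured on arrays that carry probe sets of *S. pombe* and of *S. cerevisiae*, with 3 arrays for each of 6 groups: WT, *rpl32-1* and *rpl32-2* cells at an OD600 of 0.5 (log phase) and of 10 (early stationary phase). Cells labelled *rpl32-1* or *rpl32-2* carried a plasmid with that gene and WT cells the empty plasmid. The sample labels name this plasmid pESP3, while the paper names pREP3X for overexpression. The authors made the deposited log2 values with RMA in Partek. Of 10928 probe sets, 2937 carry a *S. pombe* gene name (2899 genes) and were tested. A further 2601 belong to *S. cerevisiae* and 166 are controls, and 5224 without a gene name were not analysed here. The values of the 18 arrays did not share a distribution: they fell into 5 sets of 4, 6, 2, 2 and 4 arrays that run across the groups, with a mean difference between ranked values of at most 0.175 within a set and at least 0.274 between sets (log2). Changes were therefore fitted both as deposited and after quantile normalization over the *S. pombe* probe sets, and levels of single genes are quantile-normalized. A gene is called where its adjusted p in limma is under 0.05 and its change at least 2-fold. WT early stationary phase array 3 and the array labelled *rpl32-1* log phase 3 had the weakest signal, with 21.7% and 18.7% of the *S. pombe* probe sets at or below background against 0.7% to 4.7% on the other arrays.

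**Figure D1:**
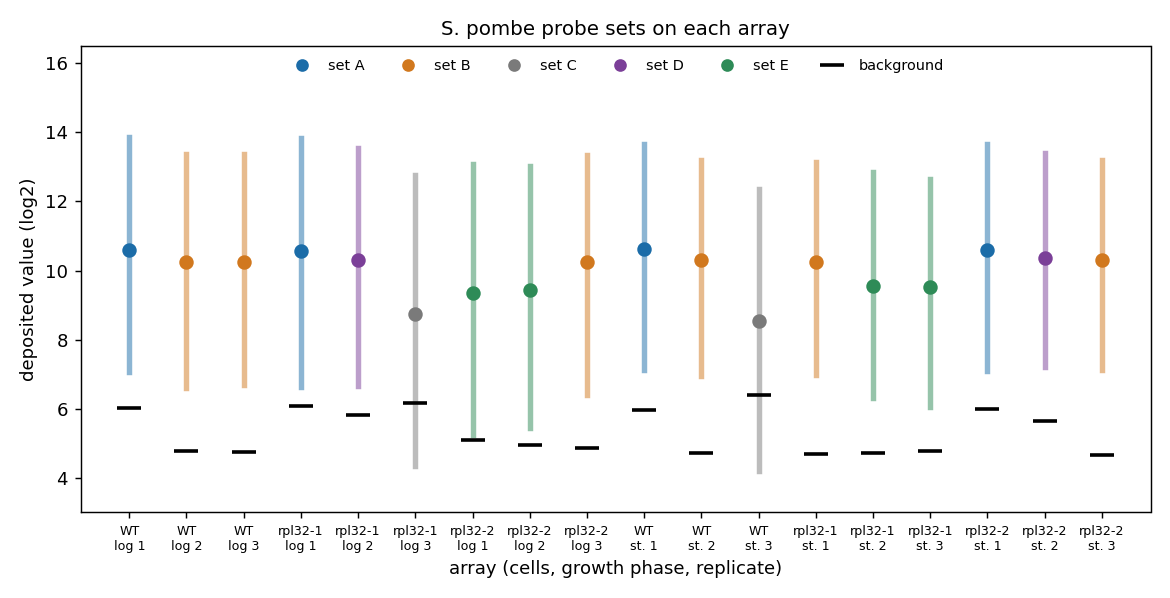
Deposited log2 value (vertical axis) of the *S. pombe* probe sets on each of the 18 arrays, as the median (dot) and the range that holds most probe sets (bar), coloured by set, with the background taken from *S. cerevisiae* probe sets (black dash). Medians ran from 8.55 to 10.61 and backgrounds from 4.67 to 6.39.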

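The *rpl32-2* probe set lay between 13.50 and 13.78 (log2) on the 6 WT arrays. Arrays labelled *rpl32-2* had 13.79, 10.88 and 8.40 in log phase and 13.46, 8.80 and 7.72 in early stationary phase. Arrays labelled *rpl32-1* had 13.73 to 13.77 in log phase and 13.55, 13.63 and 8.96 in early stationary phase. The *rpl32-1* probe set was 13.48 to 14.37 on the WT arrays, and 14.11 to 14.37 in log phase and 14.25, 13.55 and 11.68 in early stationary phase on the arrays labelled *rpl32-1*. On those labelled *rpl32-2* it was 13.60, 13.02 and 13.08 in log phase and 13.41, 12.16 and 12.19 in early stationary phase. The *rpl32-2* probe set was thus below its WT level on 4 of the 6 arrays labelled *rpl32-2* and on 1 labelled *rpl32-1*, which goes against the label of an overexpressed gene. In early stationary phase its mean change on the arrays labelled *rpl32-2* was −3.60 (SE 1.47, adjusted p 0.191 in limma). Whether the probes lie within the open reading frame on the plasmid is not given in the sources used here, and a probe outside it would not measure the plasmid transcript. The paper's QPCR gives more mRNA of each paralog in the cells that overexpress it (Fig. 3C), which for *rpl32-2* runs the other way. For *rpl32-1* in log phase it gives a rise of many times. The *rpl32-1* probe set changed by 0.39 (SE 0.51, adjusted p 0.920 in limma) on the arrays so labelled. The QPCR also gives less *rpl32-2* mRNA in those cells, which the log phase arrays did not show. It gives less *rpl32-1* mRNA in *rpl32-2* cells, where that probe set was below the WT range on all but log phase array 1. These comparisons do not settle where the probes lie. Strains are therefore named as the arrays are labelled. The *S. cerevisiae* *LEU2* probe set, which can read a *LEU2* marker of a plasmid, was the highest of its species on all 18 arrays (11.43 to 13.35).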

We found that 29 genes were regulated oppositely by highly expressed Rpl32-1 and Rpl32-2, and other 35 genes were significantly regulated by one of Rpl32 paralogs, but not by the other (Fig. 5). 

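*gln1*, which encodes glutamine synthetase, came closest to the threshold of all *S. pombe* genes: on the arrays labelled *rpl32-2* in early stationary phase its mean level was 11.32 (log2) against 9.82 in WT cells (SE of the difference 0.25, adjusted p 0.0703, 3 arrays per group). Next came the replication genes *cdc18* and *cdc22* and the cyclin gene *cig2*, each with an adjusted p of 0.0916. In log phase the smallest adjusted p on the arrays labelled *rpl32-1* was 0.597. At an adjusted p under 0.05 in limma and 2-fold, 0 genes were therefore called on either side, so that 0 were opposite and 0 belonged to a single paralog. As deposited the counts were also 0, with smallest adjusted p values of 0.840 and 0.452, and so they were with median centring, where these were 0.0311 and 0.0750 and the genes under an adjusted p of 0.05 changed less than 2-fold. At an unadjusted p under 0.05 and 2-fold, 41 and 167 probe sets passed as deposited (0 opposite, 208 by a single paralog) and 19 and 93 after quantile normalization (3 opposite, 106 by a single paralog). The 3 opposite genes were *pcm2*, *dak2* and the cation pump gene *cta3*, all higher on the arrays labelled *rpl32-1* and lower on those labelled *rpl32-2*, and they are named because of these values. The methods' t-test without adjustment gave 10 and 9 (0 opposite, 19 by a single paralog), and after Benjamini-Hochberg adjustment 0. By fold change alone, 195 probe sets were opposite as deposited, where the median of all genes stood at −0.47 and 0.65 in the 2 comparisons, and 16 after quantile normalization. Without array 3 labelled *rpl32-2* in early stationary phase, 6 probe sets were called as deposited and 203 after quantile normalization (116 higher, 87 lower), all by *rpl32-2* alone. Arrays that do not overlap with WT, opposite between the paralogs, were seen for 21 probe sets (*rpl32-1* higher) and 32 (*rpl32-1* lower), and in a shared direction for 12 and 17. Independent comparisons with the observed shares would give 15.0 to 20.0 in each class.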

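Of the 64 genes labelled in Fig. 5, 30 have a named *S. pombe* probe set: 14 of the 16 in the first 5 groups (DNA replication checkpoint to cell division), 5 of 25 under cellular response to stress, 8 of 11 under meiotic cell cycle and 3 of 12 under others. The remaining 34 were not analysed here. In early stationary phase 8 of the 30 stood at least 2-fold above WT on the arrays labelled *rpl32-2* (*cdc18*, *eng1* and *cdt1* highest) and 14 at least 2-fold below it, with *eno102*, an enolase gene, lowest at −3.14 (log2, SE 1.03, adjusted p 0.120). In log phase 17 lay above WT and 13 below on the arrays labelled *rpl32-1*: *zym1*, *fbp1*, *mel1*, *eno102* and *pcm2* by at least 2-fold above, and none 2-fold below. The widest opposite pair belonged to *pcm2*, a protein methyltransferase gene, with 2.07 (SE 0.76, adjusted p 0.802) on the arrays labelled *rpl32-1* and −3.01 (SE 0.76, adjusted p 0.0962) on those labelled *rpl32-2*. None of the 30 was called by limma in either comparison. Adjusted over the list alone, 8 were higher and 13 lower in the second comparison and 0 in the first, but the study chose these genes on the same arrays, so that this is not independent evidence. As deposited, 25 of the 30 lay below WT on the arrays labelled *rpl32-1* in log phase, where the median of all genes was lower too. Of the 29 genes in bold type 7 were measured.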

Above 64 genes regulated distinctly by Rpl32-1 and Rpl32-2 in cells in log phase and early stationary phase were used to create a comparative transcriptiomic pattern (Fig. 5). 

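WT cells changed many genes between the phases. In early stationary phase genes for the use of other carbon sources rose, among them *ght3*, which encodes a hexose transporter, by 6.48 (log2, adjusted p 3.1e-05), *fbp1* (fructose bisphosphatase) by 6.44 (SE 0.77) and *gld1* (glycerol dehydrogenase) by 5.25 (SE 0.50, adjusted p 6.0e-06), with 3 arrays per phase. *adg1*, which encodes a cell surface glycoprotein, fell by 5.13 (SE 0.93, adjusted p 5.3e-04), the amino acid transporter gene *aat1* fell by 3.82 (SE 0.43) and *gln1* fell by 3.19 (adjusted p 2.4e-06). limma called 53 probe sets as deposited (24 higher, 29 lower) and 553 after quantile normalization (286 higher, 267 lower). As deposited the median of all genes moved by −0.65 between the phases, with WT early stationary phase array 3 the dimmest. Leaving out single arrays moved the deposited count most down to 19 (without WT log phase array 1) and up to 210 (without the array labelled *rpl32-1* log phase 3, which enters only through the pooled variance) and 209 (without WT early stationary phase array 1). Single pairs of WT arrays of the same set gave like counts: 284 probe sets at least 2-fold higher and 271 lower in the first set, and 272 and 210 in the second. The share of probe sets with no overlap between the phases was 57.3% after quantile normalization and 31.1% as deposited, against 10% by chance. By camera, a test of a gene list against all other genes, hexose transport and alternative carbon use was higher (9 of 15 called, adjusted p 3.2e-06), as were core stress genes (13 of 15 called, median change 2.02, adjusted p 5.3e-07). With an estimated correlation neither passed (adjusted p = 0.375 and 0.628).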

As shown in Fig. 5, some genes were highly transcribed and the others were lowly transcribed in WT cells in log phase as compared to early stationary phase, while transcription levels of these genes were reversed in WT cells in early stationary phase as compared to log phase. 

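On an axis from the mean of the WT log phase arrays (0) to that of the WT early stationary phase arrays (1), computed over all *S. pombe* genes with each WT array left out of its own reference, the arrays labelled *rpl32-1* in log phase lay at −0.0735, 0.0589 and 0.144, around the WT log phase arrays (−0.0188 to 0.0541). Arrays labelled *rpl32-2* in early stationary phase lay at 0.460, 0.545 and 0.928, the first pair of them between the WT phases and the last above the WT early stationary phase arrays (0.808 to 0.913). Arrays labelled *rpl32-2* in log phase had a mean of 0.00655 (SD 0.0402). Those labelled *rpl32-1* in early stationary phase (mean 0.973, SD 0.0578) all lay above the WT arrays of that phase (difference 0.115, p 0.1). A WT array is placed on an axis built from fewer WT arrays than the axis of the other arrays, which can draw WT early stationary phase positions down. Strain arrays slightly above them, here and for *rpl32-2*, may therefore lie there by construction. The permutation tests treat both kinds of position as exchangeable. The group labelled *rpl32-1* in log phase differed from WT log phase by 0.0256 (two-sided exact permutation p 0.8) and from WT early stationary phase by −0.815 (p 0.1). The group labelled *rpl32-2* in early stationary phase differed from WT early stationary phase by −0.214 (p 0.4) and from WT log phase by 0.627 (p 0.1), and 3 arrays against 3 cannot give an exact p below 0.1. As deposited, where WT early stationary phase itself had a mean of 0.511 (SD 0.308), the groups labelled *rpl32-1* in log phase and *rpl32-2* in early stationary phase had 0.266 (SD 0.551) and 0.368 (SD 0.217). Within the first set of arrays, array 1 labelled *rpl32-2* in early stationary phase had 105 probe sets at least 2-fold above the WT array of that set and phase and 87 below. In the second set array 3 had 8 above and 2 below.

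**Figure D2:**
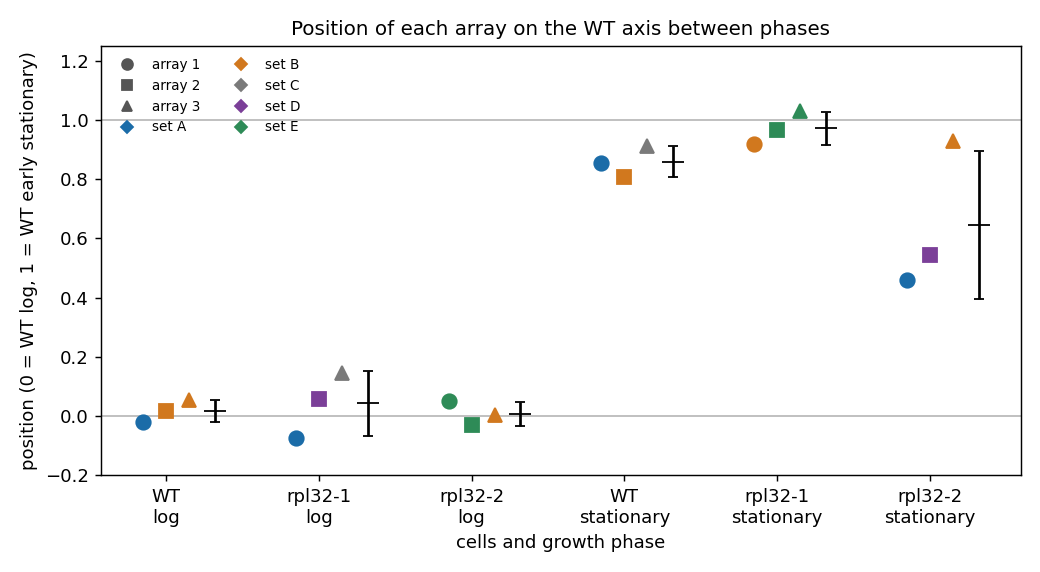
Position of each array between the WT log phase mean (0) and the WT early stationary phase mean (1) on the vertical axis, by group, with mean ± SD and colours for the sets of arrays. The group labelled *rpl32-2* in early stationary phase has the widest spread (0.645 ± 0.249).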

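Across genes, the change on the arrays labelled *rpl32-2* in early stationary phase ran against the WT change between phases, with *cdc18*, *eng1* and *adg1* among the genes higher in the former and lower in the latter. Its r was −0.694 (covariance −0.315), where simulated arrays that share only the WT early stationary phase controls gave −0.156 (covariance −0.0468). For the arrays labelled *rpl32-1* in log phase r was 0.127 (covariance 0.0384), and sharing the WT log phase controls alone gave 0.149 (covariance 0.0445). The 2 strains' changes, which share no controls, had an r of −0.217. Their arrays do share sets, among them the 2 arrays of weakest signal, which enter with opposite signs. Array 2 of each of these strain groups shares a set as well and enters with the same sign. No simulated r was made for this pair, so that its r has no reference. As deposited, r was −0.751 for *rpl32-2* (simulated −0.288), 0.0129 for *rpl32-1* (simulated 0.291) and −0.229 between the strains. The gap for *rpl32-1* thus depends on the scaling. These values are across 2937 probe sets, which are not independent replicates. The paper's Discussion reasons that each paralog's own expression is low in the phase in which it was overexpressed, so that these strains serve as models of its function.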

Interestingly, the transcription pattern of *rpl32-1* cells in log phase was different from WT cells in log phase, but was similar to WT cells in early stationary phase, i. e., some genes expressed highly in WT cells were downregulated in *rpl32-1* cells while some genes expressed lowly in WT cells were upregulated in *rpl32-1* cells; in contrast, the transcription pattern of *rpl32-2* cells in early stationary phase was not identical to WT cells in the same phase, but was similar to WT cells in log phase, supporting that highly expression of Rpl32-2 is favor for cell proliferation while Rpl32-1 for transition from proliferation to quiescence.

**Figure 5:**
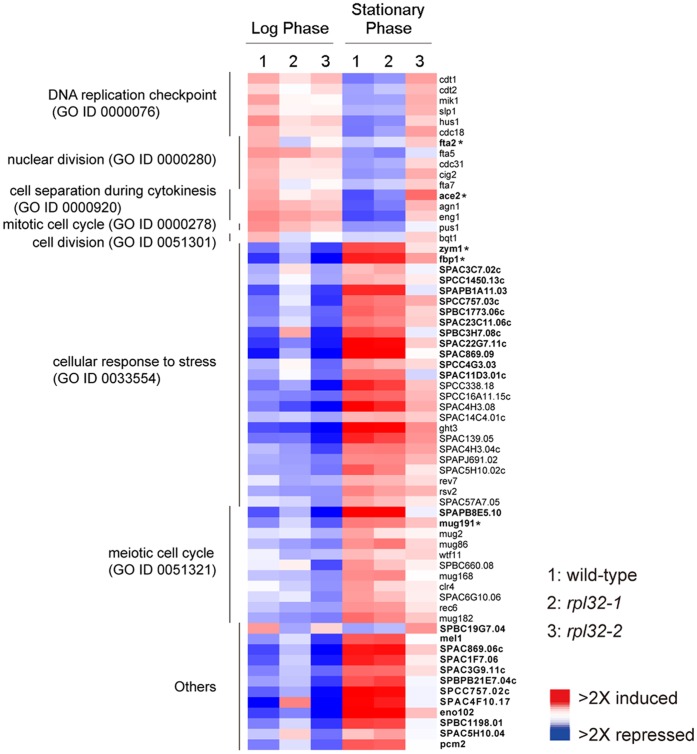
Transcriptomic patterns of WT, *rpl32-1* or *rpl32-2* cells respectively in log or stationary phase. Color panel indicates relative increase (red), decrease (blue) and median (white) of transcription level for 64 genes regulated by Rpl32-1 and Rpl32-2 in a distinctive way (at least 2-fold changes). Bold type means genes are regulated oppositely by both Rpl32 paralogs (Fold change >2) and nonbold type means genes are regulated by either of Rpl32 paralogs (Fold change >2). * Changes in transcripts level were confirmed by QPCR.

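Among cell cycle genes grouped in advance, the cell separation list (with *eng1*, *adg1*, *adg2* and *mid2*) fell most in WT cells between log and early stationary phase: 5 of 5 probe sets were called lower, with a median change of −2.73 (log2, camera adjusted p 0.0314). With an estimated correlation the list did not pass (adjusted p = 0.776, and 0.675 as deposited). *mid2*, which encodes an anillin for septin rings, fell by 1.63. Of 13 G1/S genes of the MBF factor, 6 were called lower (median −1.06), *cdc22*, a ribonucleotide reductase gene, with a change of −1.53. The list as a whole passed as deposited (adjusted p 0.00342) and with the sets of arrays as a block (0.0391), and did not after quantile normalization (0.0791), nor with an estimated correlation (0.999 as deposited, 0.836 after quantile normalization). For mitosis and cytokinesis, 1 of 19 was called higher and 1 lower (adjusted p 0.538), and for the kinetochore 1 of 24 higher and 3 lower (median −0.25, adjusted p 0.429). Of 13 histone probe sets 1 was called lower (adjusted p 0.953). Adjusted over the list alone the counts stayed at 5 and 6 for the first pair of lists. MBF genes that Fig. 5 also labels are *cdt1*, *cdt2*, *mik1*, *cdc18* and *cig2*.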

Significantly enriched Gene Ontology (Fig. 5), which is based on GeneDB (http://www.genedb.org/genedb/pombe/index.jsp), clearly shows that 16 genes among above 64 genes are involved in mitotic cell cycle, cell separation during cytokinesis, DNA replication and nucleus division. These genes were highly expressed in WT cells in log phase while were downregulated when cells entered into early stationary phase. 

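All 14 measured genes of these groups were lower in WT early stationary phase than in log phase. *eng1*, whose glucanase splits the septum, fell by 3.42 (log2, SE 0.73, adjusted p 0.00181), the checkpoint gene *hus1* fell by 2.52 (SE 0.40, adjusted p 2.1e-04), and *pus1* fell by 2.21 (SE 0.26, adjusted p 2.2e-05). *fta2* of the kinetochore had a change of −0.91 (SE 0.28, adjusted p 0.0160), less than 2-fold. With 3 arrays per phase, limma called 12 of the 14, and 13 passed the adjusted p alone, *cdt2* (−1.06) being the remaining gene. The median change was −1.75. As deposited 5 were called and the median was −2.47, and with the sets of arrays as a block it was −2.03 with 12 called. Within a set of arrays, *eng1* stood at −3.96 between the WT arrays of the first set and at −3.14 and −3.16 between those of the second. The study chose the genes on these arrays, so that these tallies are not independent of the choice.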

Overexpression of Rpl32-2 upregulated mRNA levels of above genes in cells in early stationary phase, especially the mRNA level of *fta2,* which codes a protein crucial for segregation of the duplicated sister chromatids into two equal sets [29], and *ace2*, which codes a protein crucial to cell separation [30] [31]. In contrast, overexpression of Rpl32-1 downregulated mRNA levels of above some genes, especially, apparently reduced mRNA levels of both *fta2* and *ace2* in cells in log phase. In addition to the regulation of cell proliferation, the two paralogs are also involved in the response to environmental nutrient status. 

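In early stationary phase, *cdc18*, which licenses replication origins, stood 2.21 (log2, SE 0.46) above WT on the arrays labelled *rpl32-2*, the cyclin gene *cig2* 1.77 (SE 0.42) and *eng1* 2.25 (SE 0.73, adjusted p 0.120). *fta2*, a kinetochore gene, stood 0.36 above WT (SE 0.28, adjusted p 0.481; as deposited 1.52, SE 0.74, adjusted p 0.542), with levels of 6.60, 6.86 and 6.35 against 5.88, 6.17 and 6.70 in WT cells, the last of which did not exceed the background as deposited. Of the 14 measured genes 13 lay above WT and 8 by at least 2-fold (median 1.34, range −0.19 to 2.25), while limma called 0, with 0.0916 as the smallest adjusted p. As deposited all 14 lay above WT and 13 by at least 2-fold (median 2.13), where the median of all genes stood at 0.65. At an unadjusted p under 0.05 and 2-fold 8 passed, and adjusted over the list alone also 8, which is not independent evidence for genes chosen on these arrays. The difference came from arrays 1 and 2, on each of which 14 of 14 genes lay above the WT mean of that phase and 9 by at least 2-fold. It came less from array 3, on which 9 lay above it with a median of 0.08, 1 of them by at least 2-fold, and 1 lay at least 2-fold below. Within a set of arrays, array 1 stood above its WT array by 2.97 for *cdc18* and 0.88 for *fta2*, and array 3 by 0.61 and 0.38. The *rpl32-2* probe set of array 1 was at its WT level, so that the direction rests on the label.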

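*fta2* on the arrays labelled *rpl32-1* in log phase had levels of 6.68, 6.66 and 5.50, below all 3 WT log phase arrays (6.89, 7.38 and 7.21). The change was −0.88 (log2, SE 0.28) and was not called by limma (adjusted p 0.802; as deposited −1.71, SE 0.74, adjusted p 0.840). The lowest level is from array 3, on which the signal was weak, and within the first set of arrays *fta2* of array 1 stood at −0.58 against its WT array. By chance 10% of probe sets do not overlap between 3 arrays and 3, and 19.3% did not here. As deposited *fta2* of array 3 and *bqt1* of all 3 arrays did not exceed the background. *bqt1* had a change of −0.91, while *eng1* (−0.03), *cdc18* (0.04) and *hus1* (−0.06) were nearer to WT than *fta2*. Of the 14 measured genes 11 lay below WT and 3 above, none by 2-fold (median −0.10), and 0 were called, at an unadjusted p under 0.05 and 2-fold or adjusted over the list alone as well. With the sets of arrays as a block all 14 lay below WT (median −0.74, range −1.52 to −0.26, smallest adjusted p 0.599), and as deposited also all 14 (median −0.73), where the median of all genes was low too. On single arrays the medians after quantile normalization were −0.14, −0.20 and 0.10, with 9 of the 14 above WT on array 3. The block ties only array 1 to a WT log phase array of its own set, so that its 14 of 14 is not separate evidence of a fall.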

Expression of 25 genes related to cellular response to stress were upregulated in WT cells in early stationary phase as compared to log phase, whereas expression of these genes were downregulated in *rpl32-2* cells in early stationary phase and were upregulated in *rpl32-1* cells in log phase. It is known that the meiotic cell cycle as a process of yeast sexual reproduction is also a cellular response to negative environments [32]. 

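In WT cells the 5 measured stress genes rose in early stationary phase. *zym1*, which encodes a metallothionein, rose by 4.91 (log2, SE 0.91, adjusted p 6.3e-04), *rsv2*, a transcription factor gene, by 3.54 (adjusted p 1.3e-05) and *rev7*, of a translesion polymerase, by 2.02 (adjusted p 2.4e-04), and limma called all 5 (4 as deposited). All 5 on the arrays labelled *rpl32-2* in early stationary phase stood at least 2-fold below WT: *ght3* at −2.55 (SE 0.79, adjusted p 0.112), *zym1* at −2.40 (adjusted p 0.159) and *rev7* at −1.23 (SE 0.33, adjusted p 0.102). None was called, 5 passed at an unadjusted p under 0.05 and 2-fold, and 5 adjusted over the list alone, which is not independent evidence for genes picked on these arrays. The median on single arrays was −4.15, −2.12 and −0.21 against WT, so that array 3 stayed near WT. In log phase on the arrays labelled *rpl32-1*, *zym1* stood at 1.66 (SE 0.91, adjusted p 0.804) and *fbp1* at 1.15 (SE 0.77, adjusted p 0.820), the other 3 between −0.12 and 0.31, and single arrays had medians of −0.44, 0.40 and 1.61. None was called there. As deposited 3 of these 5 lay below WT, and on the arrays labelled *rpl32-2* in early stationary phase all 5 did, 3 by at least 2-fold.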

We found that expression of 12 genes involved in meiotic cell cycle were more highly expressed in stationary phase than log phase, however overexpression of Rpl32-2 downregulated transcription of these genes in stationary phase, and overexpression of Rpl32-1 upregulated transcription of these genes in log phase.

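The 8 measured meiotic genes rose in WT early stationary phase. *mug191*, a meiotically upregulated gene, rose by 4.00 (log2, SE 0.45, adjusted p 1.9e-05), *mug182* by 3.60 (adjusted p 2.1e-05), *rec6*, needed for meiotic recombination, by 2.83 (SE 0.49, adjusted p 3.8e-04) and *clr4*, a histone methyltransferase gene, by 1.06 (adjusted p 0.00483), and limma called all 8 (2 as deposited). In the group labelled *rpl32-2* in early stationary phase all 8 stood below WT, 6 by at least 2-fold, from *mug168* at −1.96 (SE 0.52, adjusted p 0.102) to *clr4* at −0.76. 0 were called, and 6 passed either at an unadjusted p under 0.05 and 2-fold or adjusted over the list alone, though the study picked the genes on these arrays. As deposited 6 stood below WT, 2 of them by at least 2-fold, and *clr4* and *mug2* above it (0.35 each). Their median after quantile normalization was −1.51, −1.74 and −0.29 on the 3 arrays. In the group labelled *rpl32-1* in log phase 7 of 8 stood above WT by less than 2-fold (median 0.35), with *rec6* at 0.61 (SE 0.49, adjusted p 0.849). The single arrays had medians of −0.10, 0.26 and 0.72, and as deposited all 8 lay below WT (median −0.51).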

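The genes starred in Fig. 5 include *fta2*, *zym1*, *fbp1* and *mug191*, which have a named probe set. *zym1* levels were 8.48, 8.55 and 9.44 (log2) in WT log phase and 13.68, 13.47 and 14.06 in WT early stationary phase. The arrays labelled *rpl32-1* in log phase had 8.39, 12.32 and 10.74, and those labelled *rpl32-2* in early stationary phase 9.50, 10.92 and 13.58. *fbp1*, for glucose synthesis, ran from 7.25 to 7.78 and from 13.81 to 14.04 in the WT phases, and had 7.31, 9.54 and 9.12, then 9.62, 11.83 and 14.06 in the same order of groups. *mug191* had 8.20, 8.73 and 8.85, then 12.39, 12.60 and 12.80, then 7.57, 9.84 and 8.77, and 11.17, 11.13 and 12.46. For *zym1* and *fbp1* array 1 labelled *rpl32-1* lay within or near the WT log phase range and arrays 2 and 3 above it (as deposited array 3 had 9.72 and 7.33 and did not stand above it), and array 3 labelled *rpl32-2* lay at the WT early stationary phase level. For *mug191* the change on the arrays labelled *rpl32-1* was 0.13 (SE 0.45, adjusted p 0.981 in limma) and on those labelled *rpl32-2* −1.01 (SE 0.45, adjusted p 0.227).

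**Figure D3:**
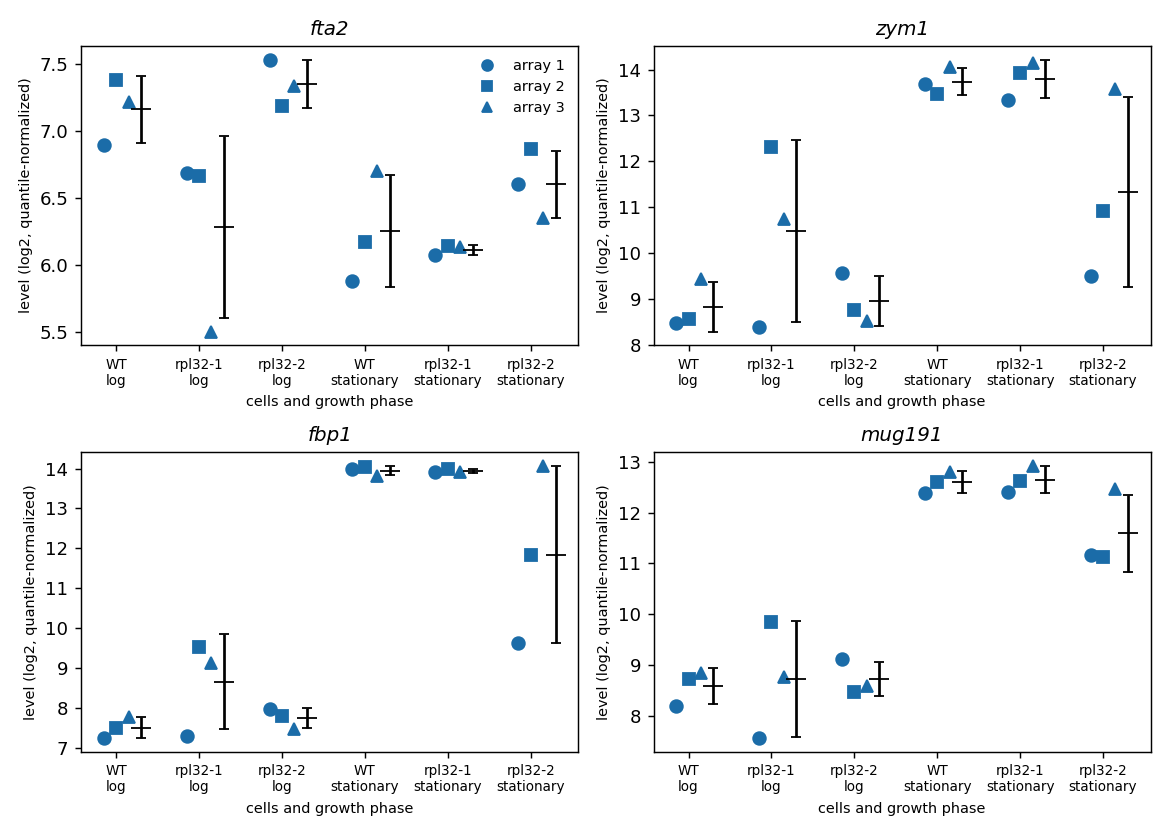
Quantile-normalized log2 level (vertical axis) of *fta2*, *zym1*, *fbp1* and *mug191* on each array of the 6 groups, with mean ± SD. *zym1* had a mean of 8.82 in WT log phase and 13.74 in WT early stationary phase, with 3 arrays each.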

From the results of microarray analysis, we randomly determined 5 genes including *fta2* and *ace2*, with an average transcription fold change >2, which are regulated oppositely by Rpl32 paralogs. We performed QPCR analysis and confirmed that, consistent with that of microarray analysis, these genes were differentially expressed in cells in log phase and stationary phase, and upregulated or downregulated in cells overexpressing either Rpl32 paralog in different growth phases as compared to WT cells (seen noted in Fig. 5).

## Discussion

### The Two Paralogs of Ribosomal Protein L32 Function Differently in Proliferation and Quiescence by Regulation of Different Genes Expression

This study first explores that expression patterns of RPL32 paralogous genes in *S. pombe* were different from each other: Rpl32-2 had higher expression level than Rpl32-1 in log phase, while Rpl32-1 had a higher expression level than Rpl32-2 in early stationary phase. Further study found that overexpression of Rpl32-1 inhibited cell growth while overexpression of Rpl32-2 did not. Deleting Rpl32-2 impaired cell growth more severely than Rpl32-1. Cell growth impaired by deleting either paralog could be rescued completely by reintroducing Rpl32-2, but only partly by Rpl32-1. We propose that Rpl32-2 plays a leading role in proliferation, while Rpl32-1 functions in transition from proliferation to quiescence. The reason why overexpression of Rpl32-2 did not promote cell division in log phase might be due to that endogenous expression level of Rpl32-2 in log phase was already up some threshold for cell proliferation so extra overexpressed Rpl32-2 would bind to its own transcripts, regulating their splicing to modulate the protein level of Rpl32-2 itself [33] [34]. Western blot analysis also supported that overexpression of Rpl32-2 did not raise total protein level of Rpl32 in cells. Since endogenous expression level of Rpl32-2 was very low in early stationary phase, recombinant overexpressed Rpl32-2 in cells in this phase was used as a model to determine functions of Rpl32-2. For the same reason, recombinant overexpressed Rpl32-1 in cells in log phase could be used as a model to determine functions of Rpl32-1. Following this lead, we further proved that Rpl32-2 favored for cell division and septum formation, while Rpl32-1 suppressed nucleus division and cell separation. Previous research work reported that the hyper-active SIN (septation initiation network) pathway also could cause multiple septa formation [35]. If the SIN pathway was activated in asynchronous cells, the cells stopped polarized growth and did not elongate, arresting as mononucleate or binucleate cells with multiple septa [36]–[38]. But in our observations, *rpl-32-1* cells with multiple septa were much longer than WT cells so the elongation seemed not to be ceased. 

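*etd1*, which activates the septation initiation network, stood at −0.05 against WT (log2, SE 0.35, adjusted p 0.990) on the arrays labelled *rpl32-1* in log phase, *cdc11*, a scaffold of the network, at −0.29 (SE 0.34, adjusted p 0.903), its inhibitor *byr4* at 0.14 (SE 0.25, adjusted p 0.928) and the phosphatase gene *clp1* at 0.33 (SE 0.23, adjusted p 0.825). Of 15 probe sets of the network 7 lay above WT and 8 below (median −0.05). limma called 0, and 0 adjusted over the list alone. By camera the list had an adjusted p of 0.822, and 0.0779 as deposited, where the median of all genes was lower. For the group labelled *rpl32-2* in early stationary phase the median was −0.03 with a mean of 0.10 (adjusted p 0.953), and 1 gene, *etd1* at 1.24 (SE 0.35, adjusted p 0.104), passed adjusted over the list alone. In WT cells between phases the list had a median of 0.38 (adjusted p 0.254), with 0 called at 2-fold, and 6 higher and 2 lower at an adjusted p under 0.05. A change in the activity of these proteins is not measured by their mRNA.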

And the transcriptomic data (NCBI Series Entry: GSE43827) also shows that the expression profiles of genes related to SIN pathway have no difference between WT and Rpl32 paralogs overexpression cells. So we believe that the multiple septa we observed are more likely to be resulted from the suppression of cell separation by Rpl32-1 rather than the hyper-activation of SIN pathway.

Transcriptomics analysis suggested a molecular mechanism based on which Rpl32 paralogs function distinctly in proliferation and transition from proliferation to quiescence by regulation of expression of a subset of genes related with cell division and stress response in a distinctive way. First, compared to WT cells, overexpression of Rpl32-2 promoted expression of some genes related to mitotic cell cycle, cell separation and nuclear division, such as *ace2* and *fta2*, in *rpl32-2* cells in early stationary phase while overexpression of Rpl32-1 inhibited expression of *ace2* and *fta2* in *rpl32-1* cells in log phase. 

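Of the lists of cell cycle genes fixed beforehand, 3 were higher on the arrays labelled *rpl32-2* in early stationary phase by camera with its preset correlation, and 0 with an estimated one. The cell separation genes had a median change of 2.17 (log2, adjusted p 4.2e-04, and 0.666 with an estimated correlation), *adg1* standing highest at 3.64 (SE 0.93, adjusted p 0.0962). The MBF genes, which act at the start of S phase, had a median of 1.34 (adjusted p 1.2e-06, and 0.628), with *cdc22* at 1.64 (SE 0.38). Histone genes had a median of 0.53 (adjusted p 0.00180, and 0.739), *hht1* 0.91. Arrays 1 and 2 carried this and array 3 little: the medians on the 3 arrays were 3.11, 3.10 and 0.24 for cell separation, 2.05, 1.33 and 0.24 for MBF and 0.85, 0.72 and −0.09 for histones. Single genes were not called by limma in these lists, and adjusted over the list alone 5 of 5 cell separation and 7 of 13 MBF probe sets were. Mitosis and cytokinesis (adjusted p 0.234), the kinetochore (0.791) and the septation initiation network (0.953) did not pass. In log phase on the arrays labelled *rpl32-1* the MBF genes had an adjusted p of 0.425, and no cell cycle list passed after quantile normalization. As deposited, the MBF genes there were lower (0.0155) and histones higher (3.5e-04) relative to other genes, but neither passed with an estimated correlation (adjusted p = 0.999 for each). With the sets of arrays as a block, added after the data were seen, the cell separation genes there had a median of −1.28 (adjusted p 0.00603) and the MBF genes −0.36 (adjusted p 0.00352), and the values on the arrays labelled *rpl32-2* were 2.07 (1.4e-04) and 1.37 (3.1e-07).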

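The list for hexose transport and alternative carbon use was lower than other genes on the arrays labelled *rpl32-2* in early stationary phase (median −1.10, log2, camera adjusted p 0.0305), but not with an estimated correlation (0.739) or with the sets of arrays as a block (0.0654). Among them was *mel1*, an alpha-galactosidase gene, at −2.35 (SE 0.72, adjusted p 0.109). As deposited the hexose list had a camera adjusted p of 4.4e-14, and 0.0963 with an estimated correlation. Core stress genes had a median of −0.36 and did not pass (adjusted p 0.0824), while as deposited they were lower than other genes (2.7e-09, and 0.587 with an estimated correlation), and heat shock chaperones did not either (0.102). On single arrays the hexose list had medians of −1.15, −0.83 and −0.17, so that array 3 was nearest to WT. limma called 0 of the 15 hexose genes, and 3 passed adjusted over the list alone. On the arrays labelled *rpl32-1* in log phase *mel1* stood at 1.46 (SE 0.72) and *eno102* at 1.86, while the hexose list had an adjusted p of 0.494 and 0 genes called. Of the hexose list, *fbp1*, *ght3*, *mel1* and *eno102* are also labelled in Fig. 5.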

Second, overexpression of Rpl32-2 downregulated expression of many genes related to cellular responses to environmental nutrient stress in *rpl32-2* cells in early stationary phase, while overexpression of Rpl32-1 upregulated expression of these genes in *rpl32-1* cells in log phase, compared to WT cells, which is consistent with that transition from proliferation to quiescence is a cellular response to stress. 

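*mug* (meiotically upregulated) genes were lower than other genes on the arrays labelled *rpl32-2* in early stationary phase (91 probe sets, median −0.30, log2, camera adjusted p 0.0406), but not with an estimated correlation (0.739), as deposited (0.233) or with the sets of arrays as a block (0.281). Among them were *mug108* at −3.59 (SE 1.21, adjusted p 0.130) and *mug86* at −1.70 (SE 0.67, adjusted p 0.176). The *wtf* genes, spore killers, were lower too (21 probe sets, median −0.41, adjusted p 0.00483, and 0.739 with an estimated correlation), *wtf17* at −1.24. On the 3 arrays the medians were −0.27, −0.27 and −0.09 for *mug* and −0.65, −0.46 and −0.02 for *wtf* genes. The lists for meiotic recombination and meiosis (0.690) and for mating and nitrogen starvation (0.923) did not pass. limma called 0 genes of these lists, and adjusted over the list alone 1 *wtf* probe set passed. On the arrays labelled *rpl32-1* in log phase *mug108* stood at 2.29, and the *mug* list did not pass (adjusted p 0.231). In WT cells 16 *mug* probe sets were called higher in early stationary phase and 7 lower (median 0.35, adjusted p 0.0566, 0.0123 as deposited and 0.999 there with an estimated correlation), *mug147* with 4.70 and *mug14* with 4.55 among them. *mei2*, a switch for meiosis, rose by 2.84 (SE 0.41, adjusted p 1.0e-04).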

Third, high expression of Rpl32-2 also downregulated, while high expression of Rpl32-1 upregulated those genes involved in meiotic cell cycle which is also one kind of the responses to environmental stress [32], compared to WT cells. The study concerning how Rpl32 paralogs regulate their target gens expression is in proceeding, and before it is elucidated we may not exclude the possibility of indirect effects due to cell-cycle arrest yet.

### Expression of Proliferation and Quiescence Related Genes may be Regulated by Changing the Ratio of RPL32 Paralogs

Although Rpl32 paralogs have different functions in cell proliferation and transition from proliferation to quiescence, they do share the same basic ribosomal protein function. (1) Deletion of either of the two paralogs was not vital to cells, but the double deletion cells could not survive (Data not shown), consistent with the report by Kim et al. (2010) [33]; (2) single deletion of either paralogous gene led to the shortfall of total Rpl32 protein and this shortfall could be rescued by overexpression of either Rpl32 paralog; (3) deletion of either of the two paralogs impaired cell growth, and overexpression of Rpl32-2 could fully complement the growth defect of either *rpl32-1*△or *rpl32-2*△ deletion mutants. These suggest that Rpl32 paralogous genes are complementary on their ribosomal function, therefore, Rpl32 paralogous proteins have dosage benefit [6] [27] [34]. With regards to that overexpression of Rpl32-1 only partly complement the growth defect of either *rpl32-1*△ or *rpl32-2*△ deletion mutant, this may be due to its extraribosomal proliferation inhibition besides the basic ribosomal protein function.

In other hand, overexpression of either paralog did not lead to accumulation of total Rpl32 protein. This suggests *S. pombe* Rpl32 has a self-feedback inhibition, as did by Rpl30 in *S. cerevisiae* [39]–[41]. In *S. cerevisiae* Rpl30 can regulate the splicing and the subsequent translation of its own mRNA, and the pre-rRNA processing to control expression of itself [42]. However, unlike *S. cerevisiae* Rpl30, *S. pombe* Rpl32 has two paralogs. We have proved that overexpression of Rpl32-1 inhibited expression of Rpl32-2 and *vice versa* in order to maintain the total RPL32 protein level unchanged. Since the change of Rpl32-1 and Rpl32-2 relative expression level had a distinctive regulation to a subset of genes related to cell proliferation, it is reasonable to conclude that specific genes expression may be regulated by changing the ratio of Rpl32 paralogs, which is considered as a ribosomal code [9] [10]. This competitive inhibition between Rpl32 paralogs on their expression provides a new evidence for the transcriptional regulation with the ribosome code in *S. pombe* [43], and also in *S. cerevisiae* [11] (Fig. 6). Certainly we have not excluded the possibility that Rpl32 paralogs individually regulate cell growth when reaching up a higher level rather than as a ribosome code as proposed.

**Figure 6:**
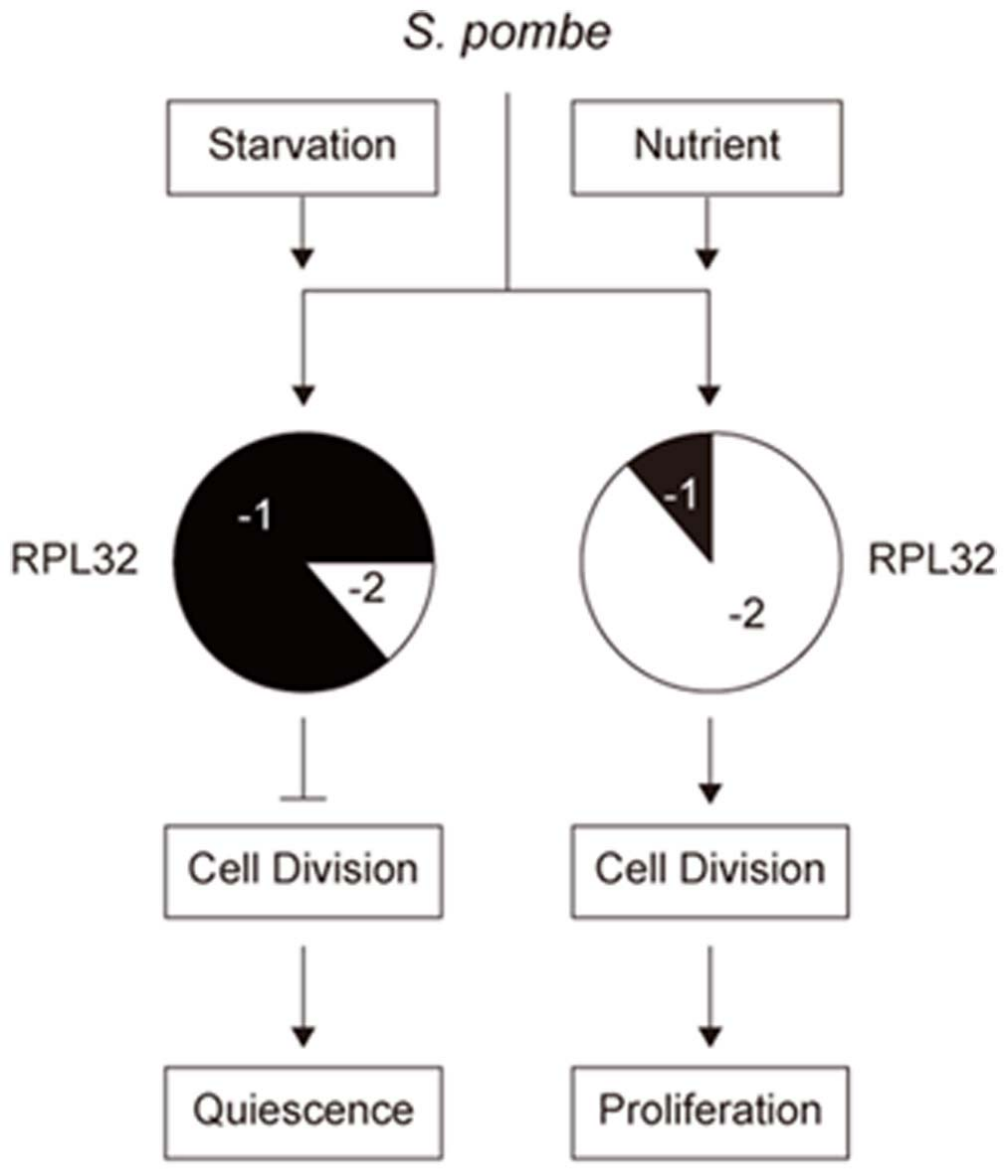
Schematic representation of a possible regulation of cell growth states by changing the ratio of Rpl32 paralogs. In rich nutrient environment, cells highly express Rpl32-2 while lowly express Rpl32-1 to promote cell division for proliferation. Nutrition deficiency induces cells to upregulate Rpl32-1 expression and downregulate Rpl32-2 expression to inhibit cell division for quiescence.

### The Functional Differences of Rpl32 Paralogs is due to One Amino Acid Difference at Position 95^th^

Although *S. pombe* Rpl32 paralogs have distinct expression patterns and functions in different cellular states, there are only 4 different amino acids in their sequence. Three of them are located within the 1–23 amino acid residues signal sequence. In mature protein (24–127 amino acids), only one amino acid residue is different: Ser 95 for RPL32-1 and Gly 95 for Rpl32-2. By replacing Ser 95 on Rpl32-1 with Gly, we generated Rpl32-1M mutant and *vice versa* we generated Rpl32-2M mutant. Cells overexpressing Rpl32-2M had the similar features observed on cells overexpressing Rpl32-1, with impaired proliferation, and inhibited nucleus division and cell separation. Cells overexpressing Rpl32-1M exhibited similar characteristics shown on cells overexpressing Rpl32-2, with promoted proliferation, nucleus division, septa formation and cell separation. This suggests that the functional difference of these two paralogues proteins mainly is due to the divergence of the 95^th^ amino acids, rather than the other 3 different residues in the 1–23 amino acid residues signal sequence.

It is thought that protein paralogs result from a small-scale duplication including single gene or segmental duplications, or from a whole-genomic duplication [4]. Protein paralogs resulting from the whole-genome duplication are more likely to share interaction partners and biological functions than smaller-scale duplicates [44]. But the whole-genome duplications did not occurred in *S. pombe* [5], different from *S. cerevisiae* which have undergone some whole-genome duplication approximately 100 mln years ago [45]. Our results provide a new evidence of the derivation of functional diversity in paralogous proteins from small-scale duplication during evolution.

## Materials and Methods

### *S. pombe* Strains, Media and Culture Conditions

Fission yeast strains used in this work are described in Table S1.

Edinburgh Minimal Medium 2 (EMM2), EMM2-N, and EMM2-C media were made as described by Su et al. (1996) [46]. The cell-free stationary phase medium (SP) and the cell-free log phase medium (LP) were made respectively from stationary phase culture and log phase culture in EMM2. Cells were removed by centrifugation and the supernatant was sterilized by vacuum filtration through 0.45-µm (pore-size) cellulose nitrate filters.

Fission yeast cells were generally cultured in EMM2 at 30°C on a shaker with 220 rpm. When necessary, cells were cultured to log phase (10^7^ cells/ml, OD_600_ 0.5), or early stationary phase (2×10^8^ cells/ml, OD_600_ 10). For the determination of nutrient effects, cells cultured in EMM2 to log phase were harvested and washed twice with phosphate-buffered saline (PBS, pH 7.4), then transferred into same volume of EMM2, EMM2-N, EMM2-C, LP, or SP for incubation. For synchronous growth [47], cells cultured in EMM2 to log phase were collected, transferred to EMM2 with 11 mM hydroxyurea (HU) and incubated for 6 h. The synchronized cells were harvested, washed 3 times with PBS (pH 7.4), and then transferred to EMM2 for elutriation.

### Gene Tagging

The rpl32-1 and rpl32-2 were tagged with sequence encoding 6His or HA, respectively at their 3′termini at their chromosomal loci. The rpl32-1-6his-nmt1-kanmx6-rpl32-1-3′flank, rpl32-2-HA-nmt1-kanmx6-rpl32-2-3′flank and rpl32-2-HA-nmt1-leu2-rpl32-2-3′flank fragments were amplified by PCR using tagging primers sets (Table S2), and transformed into wild-type (WT) Q01 cells to generate rpl32-1-6his mutant, rpl32-2HA mutant, and double tagged mutant rpl32-1-6his-rpl32-2-HA by gene replacement [48].

### Gene Deletion

The *rpl32-1* or *rpl32-2*-targeting DNA fragments containing *kanmx6* were amplified by PCR from WT cells genomic DNA and plasmid pFA6a-*kanmx6* using deletion primers sets (Table S2), and transformed into WT cells to generate deletion mutants by gene replacement [49].

### Construction of Plasmids and Tranformants

The *rpl32-1and rpl32-2* fragments were amplified by PCR using gene-specific primer sets (Table S2) and cloned into the *Xho*I/*Sma*I sites of plasmid pREP3X to create pREP3X- *rpl32-1* and pREP3X- *rpl32-2*, separately.

DNA fragments for EGFP fusion proteins were amplified by overlap PCR using fusion primers sets (Table S2), and cloned into BamHI/NdeI sites of plasmid pESP3 to generate pESP3-*rpl32-1-egfp*, pESP3-*rpl32-1-23-egfp*, pESP3-*rpl32-2-egfp*, and pESP3-*rpl32-2-23-egfp*. Rpl32-1-23-EGFP and Rpl32-2-23-EGFP mean their N-terminal leading sequence (23 amino acids) was omitted.

DNA fragments for the *rpl32-1M* mutant, in which Ser95 (TCC) was substituted for Gly95 (GGT), or *rpl32-2M* mutant, in which Gly95 (GGT) was substituted for Ser95 (TCC), were amplified by overlap PCR [50] using point-mutated primer sets (Table S2), and cloned into the *Xho*I/*Sma*I sites of plasmid pREP3X, yielding pREP3X-*rpl32-1M* and pREP3X-*rpl32-2M*.

Above plasmids or empty plasmids (as control) were transformed into WT cells or deletion mutants (in deletion-rescuing experiments) to produce transformants using LiAc method [51].

### Western Blot

Yeast cells were harvested and lysed in 20 mM Hepes with beads [52]. Equal amount of the extracted cell lysate were separated on 12.5% SDS-PAGE and transferred to Polyvinylidene-Fluoride membranes. Purified monospecific rabbit antibody specific for His-Tag (Cell Signaling), HA (Invitrogen), β-Actin (Millipore) and RPL32 (ImmunoGen) diluted 1∶5000 with PBS-T (1×PBS, 0.05% Tween-20) containing 3% BSA, were incubated with the membrane for 4 h at 37°C. After 3 times washing with PBS, the membrane was incubated with 1∶5000 diluted secondary antibody, goat anti-rabbit-HRP conjugate (Invitrogen) for 1–2 h at 37°C. The detection reagent was TMB stabilized substrate for HRP (Promega).

### Quantitative PCR (QPCR)

Total RNA was isolated from cells using TRIZOL reagent (Invitrogen), and treated with RNase-free DNase I (TaKaRa) to eliminate any genomic DNA. First-strand cDNA was synthesized from DNA-free RNA using the SuperScript III First-Strand Synthesis System (Invitrogen) and oligo-dT primers. QPCR was done using amplification mixtures containing TaKaRa SYBR Premix Ex Taq II (Tli RNaseH Plus), reverse-transcribed RNA and primers (Table S2). The *ACT1* was used to standardize mRNA level. The experiments were repeated for three biological replicates. Reactions were run on a Rotor-Gene Q 5plex HRM System (Qiagen) using a fluorescent threshold manually set to OD 0.100 for all run [53]. The Cycles Threshold (C_T_) values were used to calculate the mean fold change of the reactions via the 2^−ΔΔCT^ method [54].

### Fluorescence Microscopy

For nucleus and septa staining, cells were fixed in 70% EtOH at 4°C for 15 min, washed twice with 100 mM PBS (pH 7.4), and stained directly with 200 ng/ml DAPI (Sigma-Aldrich) or 50 µg/ml calcofluor white (CW, Sigma-Aldrich). Fluorescence and DIC images were captured with a Zeiss Axio Imager A1 microscope (Zeiss, Jena); a Plan-APOCHROMAT 63×/1.4 oil-DIC objective lens, a Chroma GFP or DAPI filter set (Brattleboro, VT), a Sensicam QE cooled digital camera system (Cooke Corp.) and a MetaMorph/MetaFluorcombination package analysis software (Universal Imaging).

### FACS Analysis

Indicated cells were collected by centrifugation and fixed overnight in 70% cold EtOH at 4°C, followed by a 2-hr incubation at 37°C with 0.1 mg/ml RNase A in 50 mM sodium citrate buffer, pH 7.0. The treated cells were collected and washed, then resuspended in 2.5 mg/ml propidium iodide in 50 mM Na citrate buffer, pH 7.0, at 2×10^6^ cells/ml, followed by sonicating for 45s for staining. The DNA content was analyzed on Becton-Dickinson FACSCalibur™ and BD *CellQuest*™ *Pro* software [55].

### Microarray Analysis

Indicated cells cultured to their log phase or early stationary phase were pelleted by centrifugation, and immediately frozen in liquid nitrogen. Total RNA isolation, reverse-transcription and synthesis of cDNA, and microarray analysis were carried out by Gene-Tech Company Limited (Shanghai, China) as a fee-based service. GeneChip Yeast Genome 2.0 Array (Affymetrix) was used. Biotin labled amplified cDNA was stained with Streptavidin, R-phycoerythrin conjugate (SAPE). Microarray chips processed through the FS-450 fluidics station were scanned with the 30007 G scanner (Affymetrix) and analyzed with Partek Genomics Suite 6.5. Microarray analysis was performed on three independent biological replicates. A *t*-test was applied to detect differences in gene expression between each experimental group and control group. Two criteria were used to determine whether a gene was differentially expressed: fold change of ±2.0 and p value <0.05 using a two-tailed distribution, according to current reports [8] [23] [47]. The value of 2.0 is an accepted cut-off with statistical significance, and likely to be validated by QPCR.

## Supporting Information

Table S1 Fission yeast strains used in this study.
(DOC)

Table S2 PCR primers used in this study.
(DOC)

# Supplementary material for: Paralogous Ribosomal Protein L32-1 and L32-2 in Fission Yeast May Function Distinctively in Cellular Proliferation and Quiescence by Changing the Ratio of Rpl32 Paralogs
**Source:** PLoS One. 2013 Apr 5;8(4):e60689. doi: 10.1371/journal.pone.0060689
**Supplement:** Table S1 — Fission yeast strains used in this study.

Table S1. Fission yeast strains used in this study

| Strains | Genotype | Source |
| --- | --- | --- |
| Q01 | *h-, leu1-32* | Stragegene |
| Q0101 | *h-, leu1-32*/ *rpl32-1*:: *kanMX6* | This work |
| Q0102 | *h-, leu1-32*/ *rpl32-2*:: *kanMX6* | This work |
| Q01S1 | *h-, leu1-32*/ *rpl32-1*:: *rpl32-1-6his*-*kanMX6* | This work |
| Q01S2 | *h-, leu1-32*/ *rpl32-2*:: *rpl32-2-HA*-*kanMX6* | This work |
| Q01S | *h-, leu1-32*/ *rpl32-1*:: *rpl32-1-6his*-*kanMX6*, *rpl32-2*:: *rpl32-2-HA*-*leu2* | This work |

# Supplementary material for: Paralogous Ribosomal Protein L32-1 and L32-2 in Fission Yeast May Function Distinctively in Cellular Proliferation and Quiescence by Changing the Ratio of Rpl32 Paralogs
**Source:** PLoS One. 2013 Apr 5;8(4):e60689. doi: 10.1371/journal.pone.0060689
**Supplement:** Table S2 — PCR primers used in this study.

**Table S2. PCR primers used in this study**

How the deposited data were processed for this re-analysis (not part of the article)

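RNA of WT, *rpl32-1* and *rpl32-2* cells in log phase and early stationary phase was measured on 18 arrays, 3 per group, each from a culture of its own by the sample labels. The authors made the deposited log2 values from the scanned arrays with RMA in Partek. Which arrays were normalized together, and whether any background step differed between them, is not given in the sources used here. The design of the analysis assumed arrays normalized together. The values showed that they were not, or not all: single linkage on the mean absolute difference of ranked values, at 0.2 (log2), gave 5 sets of arrays. No column lacked a sample (0), and 0 pairs of arrays held the same values.

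Gene names came from the annotation deposited with the arrays, with 113 symbols updated from the reference. Of 5538 named probe sets, 2937 belong to *S. pombe*, 2917 to a single gene and 20 to several, and 14 genes have several probe sets. All 2937 were tested. The 5224 unnamed probe sets, the 166 controls and the 2601 of *S. cerevisiae* were left out of the tests. Some genes the paper names have no named probe set and were not analysed here. The background of an array is the percentile 95 of its *S. cerevisiae* probe sets, and 2151 *S. pombe* probe sets lay above it on all 18 arrays.

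Changes were fitted with limma 3.58.1 in R 4.3.3 (with statmod 1.5.0), with a mean for each of the 6 groups and 12 residual degrees of freedom. p values are two-sided and adjusted by the method of Benjamini and Hochberg over the probe sets tested. A gene was called at an adjusted p under 0.05 and a change of at least 2-fold. The deposited values came first, as planned. Since they do not share a distribution, counts are given beside them after quantile normalization over the *S. pombe* probe sets, and levels, changes and errors of single genes are after quantile normalization unless the text says as deposited. Comparisons of single arrays within a set use the deposited values and have no replicate check. Of 22 gene lists written from general knowledge of the field before the data were examined, with symbols checked only against the annotation, 21 with at least 3 probe sets were tested against all other genes with camera (preset correlation 0.01), adjusted over lists and comparisons together, with list values after quantile normalization unless the text says as deposited. The lists cover the septation initiation network, cell separation, MBF genes, mitosis and cytokinesis, the kinetochore, histones, core stress, heat shock, ribosomal proteins, ribosome biogenesis, *mug* genes, meiotic recombination, mating, hexose use, respiration, thiamine, iron, phosphate, autophagy, the proteasome, *wtf* genes and genes near chromosome ends. The genes of Fig. 5 were read from the picture, and only their single calls were counted. The position of an array is its projection on the line between the WT phase means, with a WT array left out of its own reference. WT arrays are thus placed on fewer WT arrays than the others, and the 2 kinds of position are not fully exchangeable. Positions were compared with exact permutation tests (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1; figures with matplotlib 3.10.9).

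Genes are named by a rule set in advance: the genes of Fig. 5, the paralogs, *act1*, the most changed of those called with no overlap between arrays, and up to 4 of each list by adjusted p in the comparison discussed. For the lists, the WT comparison as deposited was used throughout. *nmt1* was added outside the rule (107 genes with it). Other genes named outside the rule are marked as chosen after their values were seen. *act1*, the standard of the paper's QPCR, changed by −0.05 between WT phases, and by −0.10 and 0.42 (SE 0.15, adjusted p 0.133) on the arrays labelled *rpl32-1* in log phase and *rpl32-2* in early stationary phase. *nmt1*, whose promoter such plasmids use, moved by at most 0.04 in these comparisons.

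The scripts were tested on simulated data in which 67, 67 and 66 genes were changed by 1.5, 2 and 3 (log2) among 2937. As deposited 5.97%, 49.3% and 98.5% of them were called, and after quantile normalization 94.0%, 91.0% and 98.5%, with 2 false calls each. In the simulation, changes of 1.5 (log2) were thus mostly missed in the deposited values. The simulated noise was independent between genes and had the same spread on every array. On the real arrays the array weights after quantile normalization ran from 0.130 to 10.6. The recovered shares therefore do not give the share of real changes that would be called, and 0 calls do not show that changes of that size are absent. There were 32 alternatives set in advance, among them the methods' t-test, other variance models, a replicate block, array weights, centring, a filter at a mean of log2 5.21 (2881 probe sets kept, 56 dropped), treat against 1.2-fold and each array left out, and 26 added after the data were seen, among them a block for the sets of arrays.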

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

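The results here were marked by rules fixed in advance, and the tests that weigh explanations further on were all chosen only after the result was seen, apart from the splits of the arrays. A signal in genes the paper does not discuss marked the WT comparison between phases: 39 of the 53 probe sets called as deposited, and 525 of the 553 called after quantile normalization, are not among the genes labelled in Fig. 5. Among these *dak2*, which encodes a dihydroxyacetone kinase, rose by 6.17 as deposited (log2, adjusted p 1.2e-05) and by 6.81 after quantile normalization. It was picked out after its values were seen, and *mug108* rose by slightly more as deposited (6.21). Of the 10 splits of the 6 WT arrays into 3 and 3, 1 reached the real count of 53, namely the real split itself, and the highest other called 0, but 10 splits are too few for a share under 0.05.

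A signal in probe sets the paper does not report marked *LEU2* of *S. cerevisiae*, which lay at least 5.10 (log2) above the background of every array. Of 2601 *S. cerevisiae* probe sets, 1 had a mean above log2 8. WT cells with an empty plasmid show it as well, so it does not separate the groups.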

How the results depend on the processing

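Signal over background limits WT early stationary phase array 3 and the array labelled *rpl32-1* log phase 3, and 3 arrays per group limit every exact test. The alternatives in the fourth paragraph, and all others after quantile normalization but its own counts and list tests, were chosen only after the result was seen. In the counts below, r1 log, r2 log, r1 stat and r2 stat stand for the arrays labelled *rpl32-1* or *rpl32-2* against WT cells of log or early stationary phase, and WT for early stationary phase against log phase. For counts of genes, 588 values kept within 1.5 times the count as deposited and 120 moved. Of the list tests 682 kept their direction and side of the threshold, 28 became stronger, 204 weaker and 31 reversed. For named genes 29842 were kept, 1627 stronger and 136 weaker, and no gene called as deposited changed sign, though genes not called did (*rec6* in r1 log from −0.42 to 0.61 after quantile normalization). Of the positions 125 were kept and 13 moved. As deposited WT had 53 calls and all other counts were 0. Where no cause is given, the cause was not tested.

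Among the alternatives set in advance, the methods' t-test at its own threshold gave r1 log 10 (all lower), r2 log 65 (all lower), r2 stat 9 (all higher), WT 182 (69 higher, 113 lower), *rpl32-1* against *rpl32-2* 9 in log and 130 in early stationary phase, and a single paralog 19. Adjusted, it gave WT 0. The compared groups alone, with fewer arrays for the variance, gave r2 log 493, *rpl32-1* against *rpl32-2* in early stationary phase 454, and WT 38 (24 higher, 14 lower). The eBayes fit with trend and robust gave WT 173 (41 higher, 132 lower), r2 stat 2 (*adg1* and *nc-pho1*) and a single paralog 2. Array weights gave r1 log 46, r2 log 1013, r1 stat 1124, r2 stat 153, WT 549 (429 higher, 120 lower), the difference r1 log less r2 stat 237, the differences between phases 1413 for *rpl32-1* and 915 for *rpl32-2*, *rpl32-1* against *rpl32-2* 1085 in log and 1013 in early stationary phase, opposite 15 and a single paralog 161. That fit did not converge, with weights from 1.8e-05 to 1.18e+04, so its counts are given only as obtained. Quantile normalization gave WT 553, median centring WT 550 (248 higher, 302 lower), and centring on ribosomal proteins WT 362 (160 lower and the others higher, a share of 55.8% higher against 45.3% as deposited). The last moved the median of all genes to −0.37, −0.37, 0.29, 0.40 and −0.10 in r1 log, r2 log, r1 stat, r2 stat and WT, where as deposited they stood at −0.47, −0.67, 0.00, 0.65 and −0.65. Unadjusted p and 2-fold gave r1 log 41, r2 log 63, r1 stat 1 (*grt1*, chosen after its values were seen), r2 stat 167, WT 598, the difference r1 log less r2 stat 229, the differences between phases 12 for *rpl32-1* and 352 for *rpl32-2*, *rpl32-1* against *rpl32-2* 12 in log and 141 in early stationary phase, and a single paralog 208. A 2-fold change with no test gave 195 opposite.

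The replicate number as a block gave WT 159 (34 higher, 125 lower), and after quantile normalization 552. The numbers do not pair the arrays throughout: of 21 pairs of arrays with a shared number, 3 in each of 7 comparisons, 10 had a correlation above 0.1 as deposited (range −0.627 to 0.48, and −0.414 to 0.475 after quantile normalization), though all 3 did in r1 stat (0.252, 0.102 and 0.480), and after quantile normalization in r1 log (0.307, 0.108 and 0.114). The pairing was not used.

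Alternatives chosen after seeing the data were these. The sets of arrays as a block gave WT 546 and r2 log 1 (*mug96*), and after quantile normalization WT 565. The methods' t-test at its own threshold after quantile normalization gave r1 log 8, r2 log 2 (*mug45* and a probe set of 3 *wtf* genes), r2 stat 13, WT 510, *rpl32-1* against *rpl32-2* 9 in log and 5 in early stationary phase (*erg27*, *wtf17*, *ctr4*, *rep2* and *fta6*), and a single paralog 21. Unadjusted p and 2-fold after quantile normalization gave r1 log 19, r2 log 5 (those 2 with *meu7*, *mug8* and *ssm4*), r1 stat 5 (*rad54*, *nic1*, *rev1*, *mae1* and *klp8*), r2 stat 93, WT 568, the difference r1 log less r2 stat 165, the differences between phases 62 for *rpl32-1* and 108 for *rpl32-2*, *rpl32-1* against *rpl32-2* 15 in log and 66 in early stationary phase, opposite 3 and a single paralog 106. These genes are named because of their values. With no fold criterion after quantile normalization WT had 1289. With both low-signal arrays left out there were 395 in r2 log, 397 in WT, and 44 and 414 for *rpl32-1* against *rpl32-2* in log and early stationary phase, and after quantile normalization WT 501. Fold change with no test gave a single paralog 811, and after quantile normalization 16 opposite and a single paralog 125. With unnamed and *S. cerevisiae* probe sets counted as well, the methods' t-test at its own threshold gave opposite 1 and a single paralog 52, and fold change with no test 324 and 1748.

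With each array left out in turn, r2 stat ran from 0 to 6, WT from 19 to 210, the difference r1 log less r2 stat from 0 to 3, the difference between phases for *rpl32-2* from 0 to 3, *rpl32-1* against *rpl32-2* in early stationary phase from 0 to 4, and a single paralog from 0 to 6. All the highest values but that of WT came without array 3 labelled *rpl32-2* in early stationary phase (*cdt1*, *eng1*, *adg1*, *adg2*, *nc-pho1* and *ght3* in r2 stat). After quantile normalization the ranges were 0 to 203, 516 to 624, 0 to 148, 0 to 138, 0 to 166 and 0 to 203. Without WT early stationary phase array 2 r2 stat had 18, and without *rpl32-1* early stationary phase array 1 it had 3 (*cig2*, *gln1* and *gas1*, the last chosen after its values were seen).

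Positions as deposited were 0.511 for WT early stationary phase, 0.312 for the group labelled *rpl32-2* in log phase and 0.368 for that labelled *rpl32-2* in early stationary phase. Over genes called in WT alone they were 0.963, −0.0661 and 0.599, after quantile normalization 0.859, 0.00655 and 0.645, and with both low-signal arrays left out as well 0.901, −0.0104 and 0.671. Median centring gave −0.0320 for *rpl32-2* in log phase. With each array left out as deposited they ran from 0.255 to 0.837, −0.15 to 0.436 and 0.205 to 0.674.

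Of 105 list tests 44 passed as deposited, 23 after quantile normalization, 36 with median centring, 32 with centring on ribosomal proteins, 44 with the replicate block, 35 with quantile normalization and the set block, 1 with an estimated correlation, 3 with fry, and 0 and 15 for these last methods after quantile normalization. Reversed tests, with the deposited adjusted p first, were in r1 log thiamine genes (0.0448, after quantile normalization 0.966), and in r2 log *mug* genes (1.9e-04, 0.791), meiotic recombination (5.7e-05, 0.892) and *wtf* genes (0.00282, 0.648). With an estimated correlation these 4 had 0.981 and with fry 0.971. With quantile normalization and the set block they were histones (3.5e-04, 0.601) and *wtf* genes (0.00686, 0.321) in r1 log, ribosomal proteins in r2 log (1.8e-12, 0.925), and kinetochore (0.0108, 0.443), mating (0.0372, 0.983) and *wtf* genes (0.00104, 0.0980) in r1 stat. fry on the deposited values reversed histones (0.920), ribosomal proteins (0.888), ribosome biogenesis (0.852), thiamine genes (0.883) and chromosome ends (0.757) in r1 log, histones (0.720), ribosomal proteins (0.701) and ribosome biogenesis (0.701) in r2 log, ribosomal proteins (0.753), autophagy (0.802), *wtf* genes (0.790) and chromosome ends (0.837) in r2 stat and *mug* genes (0.883) in WT. fry tests a list on its own, so that the shift of all genes enters it by construction, while camera compares a list with the other genes.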

Differences from the paper's values

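The paper states that 29 genes were regulated oppositely by overexpression of the paralogs and 35 by a single paralog. As deposited, at an adjusted p under 0.05 in limma and 2-fold, both counts were 0 here, among 2937 named *S. pombe* probe sets. The paper's lists can hold unnamed probe sets as well, and 34 of its 64 genes have no named probe set. Of the 29 genes in bold type, which Fig. 5 gives as opposite, 7 were measured, and of the 35 others 23. The counts here and in the paper are thus over unlike sets, which is a limit and not a tested cause. No alternative set in advance came within 1.5 times of either count. For the opposite genes, array weights gave 15, which is under the paper's 29, and 2-fold with no test gave 195, which is above it. All others set in advance gave 0. For genes of a single paralog, the methods' t-test gave 19, the eBayes fit with trend and robust 2 and leaving out array 3 labelled *rpl32-2* in early stationary phase 6, all under the paper's 35. Array weights gave 161 and an unadjusted p with 2-fold 208, both above it, and the rest of those set in advance gave 0.

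Among settings chosen after seeing the values, 2-fold with no test after quantile normalization gave 16 opposite and an unadjusted p with 2-fold 3. With unnamed and *S. cerevisiae* probe sets counted as well, the methods' t-test gave 1 opposite and 2-fold with no test 324, above the paper's 29. For a single paralog, the methods' t-test after quantile normalization gave 21, under the paper's 35. As deposited, with unnamed and *S. cerevisiae* probe sets counted as well, it gave 52, above the paper's 35 and within 1.5 times of it. That count is not of *S. pombe* genes alone. Unadjusted p with 2-fold after quantile normalization gave 106, leaving out array 3 labelled *rpl32-2* in early stationary phase after quantile normalization 203, and 2-fold with no test 811 as deposited, 125 after quantile normalization and 1748 with unnamed and *S. cerevisiae* probe sets counted as well, all above the paper's 35.

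The paper states that *fta2* was downregulated by Rpl32-1 in log phase and upregulated by Rpl32-2 in early stationary phase. The signs here were the same (−0.88 and 0.36, log2, after quantile normalization), but neither change was called (adjusted p 0.802 and 0.481), and both were under 2-fold, while as deposited they were −1.71 and 1.52. For *rsv2* and *clr4* on the arrays labelled *rpl32-1* in log phase, where the paper states an increase for its stress and meiotic genes, the changes were −0.12 and −0.07 after quantile normalization, and −0.33 and 0.05 with the sets of arrays as a block. As deposited both were lower, in the same way as most genes on these arrays. None of these was called. The paper states that *rpl32-1* cells in log phase had a pattern like that of WT cells in early stationary phase. That statement concerns the genes of Fig. 5. Of these, 7 of the 8 measured meiotic genes lay above WT by less than 2-fold, and *zym1* (1.66), *fbp1* (1.15), *mel1* (1.46), *eno102* (1.86) and *pcm2* (2.07) by at least 2-fold, none of them called, while as deposited 25 of the 30 measured genes lay below WT. Over all genes, the arrays so labelled stood 0.0256 from WT log phase on the axis between the WT phases, and of the 14 measured cell cycle genes 0 were lower by 2-fold after quantile normalization, 6 as deposited, where the median of all genes stood at −0.47, and 2 with the sets of arrays as a block. That block ties only array 1 so labelled to a WT log phase array of its own set.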

Other observations

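The list tests and the splits of the arrays were set in advance, while the tests of the 3 patterns further on were all chosen only after the result was seen. Beyond the genes at the paper's claims, lists passed by camera in WT cells between phases at its preset correlation, while with an estimated correlation none of them did (adjusted p from 0.375 to 0.836 for the 6 lists named next), and as deposited hexose use alone did (0.0360). Autophagy genes were higher in early stationary phase (14 of 19 probe sets called higher, median change 1.32, log2, camera adjusted p 4.4e-09, and 0.375 with an estimated correlation), with *atg1801* up by 2.26 (SE 0.25, adjusted p 1.7e-05) and *atg8*, which marks autophagosomes, by 1.67 (SE 0.27). Respiration and the citric acid cycle rose as a list (median 0.63, adjusted p 1.0e-06, and 0.628 with an estimated correlation, 3 of 18 called and 15 at an adjusted p under 0.05 alone), with *idh2*, a subunit of isocitrate dehydrogenase, up by 1.72 (SE 0.16). *wtf* genes (11 of 21 called, median 1.13, adjusted p 1.1e-04, and 0.666 with an estimated correlation) and mating and nitrogen starvation genes (6 of 15 called, median 1.17, adjusted p 0.0494, and 0.739 with an estimated correlation, *isp6*, a vacuolar protease gene, up by 1.81) were higher. Ribosome biogenesis fell (7 of 24 called lower, median −0.87, adjusted p 4.7e-06, and 0.628 with an estimated correlation), *nop52* with −1.75 (SE 0.27, adjusted p 1.6e-04), and so did ribosomal proteins by less (0 called, 29 lower at an adjusted p under 0.05 alone, median −0.17, adjusted p 0.00483, and 0.836 with an estimated correlation and 0.0932 as deposited). Adjusted over the list alone the counts were 14 for autophagy, 11 for *wtf*, 6 for mating, 7 for ribosome biogenesis and 3 for respiration. The lists for heat shock (3 higher, median −0.49 and mean 0.45, adjusted p 0.791), meiotic recombination (1 higher, 0.520), thiamine (2 lower, 0.220), iron (1 higher, 0.486), the proteasome (0 called, 0.722) and chromosome ends (10 higher, 5 lower, 0.240, though 1.0e-04 as deposited and 0.999 there with an estimated correlation) did not pass, and *nc-pho1*, the only phosphate probe set, fell by 3.55.

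In the comparisons of the labelled strains with WT cells, no list passed with an estimated correlation, either as deposited or after quantile normalization (0 of 21 in each). With the preset correlation, on the arrays labelled *rpl32-2* in early stationary phase autophagy genes were lower (median −0.41, adjusted p 0.00169), proteasome genes higher (median 0.25, adjusted p 5.8e-04), and genes near chromosome ends (−0.31, adjusted p 0.0314) and ribosomal proteins (−0.09, adjusted p 1.0e-04) lower, where an estimated correlation gave 0.739 for the first 3 and 0.776 for the last. Array 3 was nearest to WT in each, with medians of −0.09, −0.03, −0.15 and −0.05 in that order. The lists for ribosome biogenesis (0.0989), thiamine (0.220), iron (0.956) and respiration (0.953, median 0.07, while the test ran lower) did not pass. On the arrays labelled *rpl32-2* in log phase mitosis and cytokinesis was lower (median −0.22, adjusted p 0.0165, and 0.628 with an estimated correlation) and the kinetochore higher (0.19, adjusted p 0.00967, and 0.375). On those labelled *rpl32-1* in early stationary phase histones were higher (0.22, adjusted p 5.8e-04, and 0.739 with an estimated correlation) and ribosomal proteins lower (−0.11, adjusted p 1.1e-11, and 0.628). On those labelled *rpl32-1* in log phase 0 of 21 lists passed after quantile normalization (ribosomal proteins 0.520), while 7 did as deposited, among them ribosomal proteins (6.5e-17), chromosome ends (0.00163) and ribosome biogenesis (0.00564), and 5 with the sets of arrays as a block. These calls depend on the scaling: chromosome ends on the arrays labelled *rpl32-2* in early stationary phase (0.146), and mitosis (0.447) and the kinetochore (0.0539) on those of log phase, did not pass with the set block, and as deposited that latter pair (0.0675 and 0.264) and the histones on the arrays labelled *rpl32-1* (0.160) did not either, while ribosome biogenesis on the arrays labelled *rpl32-2* in early stationary phase passed with the set block (0.0158). limma called 0 genes in each of these 4 comparisons.

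The first pattern is that arrays 1 and 2 labelled *rpl32-2* in early stationary phase lie between the WT phases and array 3 does not. Separate normalization of the sets was argued against for array 1, which lay at −0.395 from the WT array of its own set and phase, against an SD of 0.0526 among the WT early stationary phase arrays, while the set of array 2 holds no WT array. An exchange of array 3 with a WT array was argued against, since its *rpl32-2* probe set lay at −5.78 (log2) from the lowest WT array. A culture harvested at a point between the phases may explain arrays 1 and 2 with no effect of the gene: their distances off the axis were 0.473 and 0.480 (log2), within the WT range of 0.168 to 0.813 (second highest 0.541). The highest was that of WT early stationary phase array 3, of weak signal. With both low-signal arrays left out, the distances were 0.452 and 0.457, above every WT array (highest 0.404). The distance of a WT array is taken from an axis built without that array, which can raise it, so that the WT range may be too wide. The harvest point stays open, since its test turns on the low-signal arrays and on this range. A time course of WT and *rpl32-2* cultures would test it.

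The second pattern is the *rpl32-2* probe set, low on 4 of 6 arrays labelled *rpl32-2* and on 1 labelled *rpl32-1*. Low signal was argued against: at most 3.7% of the *S. pombe* probe sets lay at or below background on these 5 arrays, at least 15.0 percentage points under the share on the 2 arrays of weakest signal (value −15.0), whose *rpl32-2* probe set was at the WT level (13.70 and 13.77). An exchange of array 3 labelled *rpl32-1* with array 1 labelled *rpl32-2*, both in early stationary phase, stays open. The *rpl32-1* probe set keeps a gap of 1.23 (log2) between the groups so exchanged. It was, however, lowest on all 5 arrays with a low *rpl32-2* probe set, also on log phase arrays 2 and 3 labelled *rpl32-2* (13.02 and 13.08). On every other array it was at least 13.41. The 2 probe sets fall together, so that the gap is not separate evidence for an exchange. Under such an exchange, the arrays with the low probe set in early stationary phase would lie at 0.545, 0.928 and 1.03 on the WT axis, so that 1 of 3 and not 2 of 3 lay between the phases. An exchange of array 1 labelled *rpl32-2* in log phase with an array labelled *rpl32-1* was argued against, with 0 of 3 such arrays low, while a single wrong label stays open. Why the probe set is low where the gene was to be overexpressed was not tested. Sequencing of the plasmids or the RNA would settle the labels.

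The third pattern is that *zym1* and *fbp1* are high on arrays 2 and 3 labelled *rpl32-1* in log phase and not on array 1. Separate normalization was argued against for array 2, which stood above the WT log phase arrays as deposited too (*zym1* 12.65 and *fbp1* 9.86, log2, against at most 9.78 and 8.24, a gap of at least 1.62 in either scaling). For array 3 it stays open: as deposited its levels were 9.72 and 7.33 (lowest gap −0.91), and the gap of at least 1.30 to the highest WT log phase array appears only after quantile normalization, where the pattern itself was seen. A later point on the WT axis stays open for both arrays. Over all genes array 2 lay 0.00482 and array 3 0.0902 above the highest WT log phase array. The WT log phase positions had an SD of 0.0365. Array 3, however, shares its set with WT early stationary phase array 3, which helps to define the late end of the axis. Its position turned on the scaling: with median centring it was 0.0775, against at most 0.0559 on WT log phase arrays. As deposited it was 0.890 over all genes (WT at most 0.122) and −0.00567 over genes called in WT (WT at most 0.0742). The positions thus do not decide for either array. Of the WT change, *zym1* and *fbp1* had made 0.711 and 0.315 on array 2, whose position was 0.0589. On array 3 they had made 0.390 and 0.251, at a position of 0.144. On WT log phase arrays the higher of these shares exceeded the position by at most 0.123. Both genes thus stood further along than all genes together. The pattern was defined by their being high on these single arrays, so that their shares do not decide.

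Other splits of the arrays were drawn to ask whether a count can come about without the labels, as planned. Of 10 splits each, as many as 10 gave a count at least as high as the real one for *rpl32-1* against WT in log (real 0, highest other 0) and early stationary phase (0, 0), for *rpl32-2* against WT in log (0, 0) and early stationary phase (0, 1), and for *rpl32-1* against *rpl32-2* in log (0, 1221) and early stationary phase (0, 1), and 10 splits are too few for a share under 0.05. The split with 1221 puts arrays of brighter sets against arrays of dimmer sets, which points to a structure of the samples. Of 100 drawn splits each, 100 reached the real count for the difference between *rpl32-1* in log phase and *rpl32-2* in early stationary phase (0, highest other 5), for the difference between phases in *rpl32-1* (0, highest other 2591, again a structure of the samples) and in *rpl32-2* (0, 0), for opposite genes (0, 0) and for genes of a single paralog (0, 2). A real count of 0 is reached by every split by construction, so that these splits say nothing about chance. After quantile normalization the highest other split for *rpl32-2* in early stationary phase called 72, with WT array 3 put with arrays 1 and 2 labelled *rpl32-2*.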
